# EBF factors drive expression of multiple classes of target genes governing neuronal development

**DOI:** 10.1186/1749-8104-6-19

**Published:** 2011-04-30

**Authors:** Yangsook S Green, Monica L Vetter

## Abstract

**Background:**

Early B cell factor (EBF) family members are transcription factors known to have important roles in several aspects of vertebrate neurogenesis, including commitment, migration and differentiation. Knowledge of how EBF family members contribute to neurogenesis is limited by a lack of detailed understanding of genes that are transcriptionally regulated by these factors.

**Results:**

We performed a microarray screen in *Xenopus *animal caps to search for targets of EBF transcriptional activity, and identified candidate targets with multiple roles, including transcription factors of several classes. We determined that, among the most upregulated candidate genes with expected neuronal functions, most require EBF activity for some or all of their expression, and most have overlapping expression with *ebf *genes. We also found that the candidate target genes that had the most strongly overlapping expression patterns with *ebf *genes were predicted to be direct transcriptional targets of EBF transcriptional activity.

**Conclusions:**

The identification of candidate targets that are transcription factor genes, including *nscl-1*, *emx1 *and *aml1*, improves our understanding of how EBF proteins participate in the hierarchy of transcription control during neuronal development, and suggests novel mechanisms by which EBF activity promotes migration and differentiation. Other candidate targets, including *pcdh8 *and *kcnk5*, expand our knowledge of the types of terminal differentiated neuronal functions that EBF proteins regulate.

## Background

Throughout animal development, many processes must occur coordinately, including patterning, commitment, differentiation and migration of progenitor cells. In the nervous system in particular, these processes are exceedingly complex and depend on the coordinated expression of many sets of genes. A detailed understanding of gene regulation, including knowledge of the hierarchy of transcriptional activity and the types of genes that different transcription factors target, is therefore a critical foundation for understanding nervous system development. One group of transcription factors expressed strongly in the developing nervous system is the early B cell factor (EBF; also called Collier/Olf/Ebf (COE), and Olf/Ebf (O/E)) family of zinc finger helix-loop-helix proteins.

The EBF family includes EBF1, 2, 3 and O/E-4 in mammals [1-6], with EBF2 and EBF3 being the known family members in *Xenopus *[7,8], and ZCOE2 a family member in zebrafish [9]. Invertebrate members of this family include Collier in *Drosophila*, and UNC-3 in *Caenorhabditis elegans *[10,11]. EBF family proteins contain a DNA binding domain (a zinc finger coordination motif), which can also participate in dimerization and transactivation, an atypical helix-loop-helix domain, which is critical for formation of homo- and heterodimers, and a carboxy-terminal domain, which is important for transactivation [2,4,12].

EBF proteins influence multiple processes during development of multiple lineages, including neurons (reviewed in [13,14]). One of their functions is a role in stabilizing neuronal cell commitment. For example, Dubois *et al*. [7] showed that EBF2 can affect neuronal progenitor cell commitment in early *Xenopus *embryos by reinforcing the expression of the proneural basic helix-loop-helix (bHLH) transcription factor NGNR-1, and by maintaining the expression of *delta1*. In addition, in developing chick spinal cord, electroporated mouse *Ebf1 *drives expression of *Ngn1 *and *Ngn2 *[15].

EBF proteins also have critical roles in neuronal cell differentiation. For example, overexpression of *ebf2 *and *ebf3 *leads to ectopic expression of neuronal-specific markers like *n-tubulin *and *nf-m *in *Xenopus *embryos [7,8], suggesting that EBF2 and EBF3 may drive specific aspects of the neuronal differentiation program. Consistent with this, in *Ebf1 *null mouse striatum, early neuronal cells show abnormal expression of several genes, indicating disruption of the process of differentiation [16]. EBF proteins have also been shown to regulate aspects of cell differentiation in both *Drosophila *and *C. elegans *ventral nerve cord [17,18], as well as in early chick spinal cord, where electroporated mouse *Ebf1 *promotes expression of numerous neuronal markers [15].

EBF proteins have been shown to regulate neurite formation and axon guidance, including thalamocortical fibers in the mouse lateral ganglionic eminence [16,19], olfactory axons projecting to the mouse olfactory bulb [20], as well as motor neurons in *C. elegans *[11]. EBF proteins also are critical for neuronal cell migration. For example, EBF factors regulate the migration of gonadotropin releasing hormone (GnRH-1)-synthesizing neurons from the olfactory epithelium to the hypothalamus [21], the migration of Purkinje neurons from the anterior cortical transitory zone to beneath the external granular layer in cerebellar cortex [22], and the migration of facial branchiomotor neurons in the hindbrain [23]. Furthermore, when *Ebf1 *is misexpressed in chick spinal cord, neuroepithelial progenitors migrate toward the mantle layer faster than normal, and the expression levels of *NF *and *R-cadherin *are upregulated [15].

*Ebf *genes are strongly expressed in differentiating central and peripheral neurons throughout development [1,7,8,24], and clearly govern diverse aspects of neuronal development. However, it is not fully understood how these functions are executed since there has not previously been a systematic analysis of EBF transcriptional targets involved in neuronal development. The goals of this study were as follows. First, we performed a microarray analysis to identify candidate targets of EBF3 activity in the developing *Xenopus *nervous system. Second, we analyzed the expression of the candidate targets, to compare their expression with the *ebf *genes and to gain an understanding of where in the embryo they may function. Third, we performed gain- and loss-of-function studies of EBF2 and EBF3 in *Xenopus *embryos to analyze *in vivo *the dependence of the discovered candidate targets on EBF activity, and to confirm the microarray results *in vivo*. Finally, we assessed which candidate target genes are likely to be direct targets of EBF3, and which are indirect targets, to better understand the hierarchy of transcriptional control by EBF proteins. Many genes previously demonstrated to be required for neuronal development are strongly upregulated by EBF, but were not previously known to be targets of EBF transcriptional activity. These targets include transcription factors, cell structural proteins, an ion channel protein, and a gene involved in transforming growth factor (TGF)-beta signaling. The variety of targets found expands our knowledge of the kinds of processes EBF proteins regulate, and reinforces the idea that EBF proteins can influence many aspects of neuronal development because they direct expression of several different functional classes of genes. The discovered candidate targets open a new window to understanding the broader scope of EBF functions.

## Materials and methods

### Generation of hormone-inducible constructs

To generate hormone-inducible constructs, a hormone-binding domain of the human glucocorticoid receptor (hGR) was fused to the coding region of *Xenopus ebf3 *(or *ebf2*), with a myc tag epitope between hGR and the coding region (Additional file 1A) [25,26]. The *ebf3 *coding region was obtained by excision from pBS-Xebf3 [8] with the restriction enzyme DraI, which produces a DNA fragment with blunt ends. The hormone-binding domain was obtained from the pCS2+hGR-MT vector (hGR with myc tag) by cutting with XbaI and treatment with Klenow (Promega, Madison, WI, USA) to generate blunt ends followed by dephosphorylation of the 3' ends with CIP (New England Biolabs, Ipswich, MA, USA). The excised *ebf3 *was then subcloned into the pCS2+hGR-MT vector. To generate hGR-XEBF2 construct, pBS-Xebf2 [8] was used as a template and the following primers containing XhoI and XbaI sites were used to amplify *ebf2*: 5'-GGCC*CTCGAG***ATGGATCCAATCCA**-3' and 5'-GGCC*TCTAGA*T**TCACATGGGCACC**-3' (residues in italics are XhoI and XbaI sites, respectively; bold sequences are the *ebf2 *sequence). The amplified products were digested with XhoI and XbaI and subcloned into the pCS2+hGR-MT vector. Following sequence verification, the *in vivo *expression of these fusion proteins was verified by injecting capped mRNAs into *Xenopus *embryos at the one-cell stage and then performing western blotting with lysates of gastrula stage embryos with 9E10 antibody (Santa Cruz Biotechnology, Santa Cruz, CA, USA), which recognizes the myc epitope (data not shown).

### Microinjection of RNA and morpholinos

The following constructs were used as DNA templates to make capped mRNA: pCS2+Noggin [27], pCS2+hGR [28], pCS2+hGR-MT-Xebf2, pCS2+hGR-MT-Xebf3, pCS2+MT-DN-Xebf, and pCS2+nβgal [29]. Capped mRNA was generated *in vitro *using the Message mMachine kit (Ambion, Austin, TX, USA). Antisense morpholino oligonucleotides (MO) were designed by Gene Tools (Philomath, OR, USA), and directed against a region at or near the translational start site of *ebf2 *(5'-GCGCTTTGTCTCTCAAGGCAGTTCC-3') and *ebf3 *(5'-GTATATTTTCCTGAATCCCAAACAT-3').

For microarray experiments, 1 ng of hGR-XEBF3 mRNA and 0.2 ng Noggin mRNA were co-injected into *Xenopus *embryos at the one-cell stage. Alternatively, 0.4 ng hGR mRNA and 0.2 ng Noggin mRNA were co-injected in control embryos. At stage 9, animal caps were dissected from the embryo, using either a Gastromaster or a hypodermic needle tip. Animal caps were treated with 30 μM dexamethasone (DEX) in 1× Marc's modified Ringer solution (MMR) for 4.5 hours before harvesting of total RNA (Additional file 1B).

For all other microinjections, a volume of 4 nl or 5 nl containing capped mRNA or MOs was injected into one blastomere of two-cell stage embryos in the following amounts: hGR (0.5 ng), hGR-XEBF2 (0.5 ng for overexpression, 0.1 ng for the MO rescue), hGR-XEBF3 (0.5 ng), DN-XEBF (2 ng), MyoD-hGR (0.5 ng), nβgal (30 pg), EBF2 MO (15 ng), EBF3 MO (15 ng) and standard control MO (30 ng). In the MO experiments, both EBF2 MO and EBF3 MO were co-injected. For all injections nβgal capped mRNA was co-injected as a tracer. Embryos were grown until neurula or tail bud stages [30]. hGR-XEBF2, hGR-XEBF3 and MyoD-hGR injected embryos were treated with 30 μM DEX from the gastrula stage (stage 11/11.5) to the neurula stage (stage 14/15). Embryos were then fixed with 4% paraformaldehyde in phosphate-buffered saline for 30 minutes. After washing embryos three times with phosphate-buffered saline, X-gal staining was performed as described [31], followed by post-fixation in 4% paraformaldehyde for 1 hour at room temperature or overnight at 4°C.

### Microarray analysis

Total RNA was isolated from animal caps with the RNeasy mini kit (Qiagen, Germantown, MD, USA). This RNA was used to perform two-color microarray analysis on the *Xenopus *Agilent microarray by the University of Utah Microarray core facility. Fluorescently labeled cRNA, containing either cyanine 3-CTP or cyanine 5-CTP, was generated using the Agilent Two-Color Quick Amp Labeling kit (catalog number 5190-0444). Next, microarray hybridizations were performed using Agilent surehyb hybridization chambers. Slides were then scanned in an Agilent Technologies G2505B microarray scanner at 5 μm resolution. Finally, TIF files were generated from the scanned microarray image, and loaded into Agilent Feature Extraction Software version 9.5.1. LOWESS-normalized data from the Feature Extraction software was filtered to remove control features and features flagged as 'nonuniform'. The LOWESS-normalized intensity values were loaded into Genesifter software (Geospiza, Seattle, WA, USA) for analysis. A *t*-test was applied to data from four biological replicate experiments. *P*-values from the *t*-test were adjusted for multiple testing using the Benjamini and Hochberg method. Genes were selected that showed at least two-fold differential expression and had adjusted *P*-values < 0.05.

### *In situ *hybridization

The following constructs were used to generate antisense RNA probes: pBS-Xebf2 [8], pBS-Xebf3 [8], pBS-Sox2 [32], PCDH8 (IMAGE ID 6955713, ATCC), Peripherin (IMAGE ID 4959167, ATCC), GREB1 (IMAGE ID 5569934, ATCC), pBS-XNF-M [8], KCNK5 (IMAGE ID 6863628, ATCC), NSCL-1 (IMAGE ID 5514274, ATCC), pBS-XNeuroD [33], AML1 (IMAGE ID 4963637, ATCC), Activin beta B (IMAGE ID 5440215, ATCC), EMX1 (IMAGE ID 6957219, ATCC). Antisense RNA probe was generated *in vitro *using SP6, T7 or T3 RNA polymerase (Ambion) and labeled with digoxigenin-11-UTP (Roche, Indianapolis, IN, USA). Whole mount *in situ *hybridization was performed on the fixed and X-gal stained embryos as described [34,35].

### Real-time quantitative PCR

For real-time quantitative PCR (RT-QPCR) experiments, 1 ng hGR-XEBF3 mRNA and 0.2 ng Noggin mRNA were co-injected into *Xenopus *cells at the one-cell stage and animal caps were isolated at stage 9. The animal caps were divided into four groups. The control group received no treatment (-C-D). The second group was treated with 30 μM DEX alone for 3 hours (-C+D), and the third group was treated with 5 μg/ml cycloheximide (CHX) alone for 3.5 hours (+C-D). Finally, the fourth group was treated with 5 μg/ml CHX for 30 minutes and then 30 μM DEX was added for 3 hours (+C+D). Total RNA was purified from animal caps with Trizol (Invitrogen) and then genomic DNAs were removed with the RNeasy mini kit (Qiagen).

To make cDNA from the isolated total RNA from animal caps, the SuperScript III reverse transcriptase (Invitrogen) was used according to the manufacturer's instructions, and then QPCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems, Carlsbad, CA, USA) on a 7900HT Real Time PCR System (Applied Biosystems). Alternatively, the Superscript III Platinum two step RT-QPCR kit and SYBR Green (Invitrogen) were used to make cDNA and to generate the PCR solution, and QPCR was performed on the same 7900HT Real Time PCR system. MacVector Software was used to design the gene-specific primers (Additional file 2). The relative gene expression level was determined by normalizing the threshold cycle (Ct) of each gene to the Ct of histone H4. One Ct difference indicates a two-fold difference in the initial cDNA template amount. Finally, expression levels were normalized by setting the expression level in the condition of -C+D to 100.

## Results

### Identification of candidate targets of EBF3 in animal caps

To identify transcriptional targets of EBF3, we performed a microarray screen comparing the transcripts expressed in *Xenopus *animal cap ectoderm with and without active *Xenopus *EBF3 protein. To control EBF3 activity, we generated a hormone-inducible fusion protein (hGR-XEBF3) that can be regulated by the hormone DEX (Additional file 1A) [26]. We verified that the fusion protein hGR-XEBF3 replicates EBF3 activity *in vivo *by demonstrating that hGR-XEBF3 activated by DEX treatment can induce ectopic expression of *n-tubulin *(data not shown) and *neurofilament-m *(*nf-m*) (Figure 1H), similar to unmodified EBF3 [8]. For all microarrays, we injected mRNA encoding hGR-XEBF3 into one-cell stage embryos, collected animal caps at the blastula stage, and treated with DEX for 4.5 hours (to activate hGR-XEBF3 and induce target gene expression), followed by isolation of total RNA (Additional file 1B). Control animal caps without active hGR-XEBF3 were generated in the same way, but without the addition of DEX.

**Figure 1:**
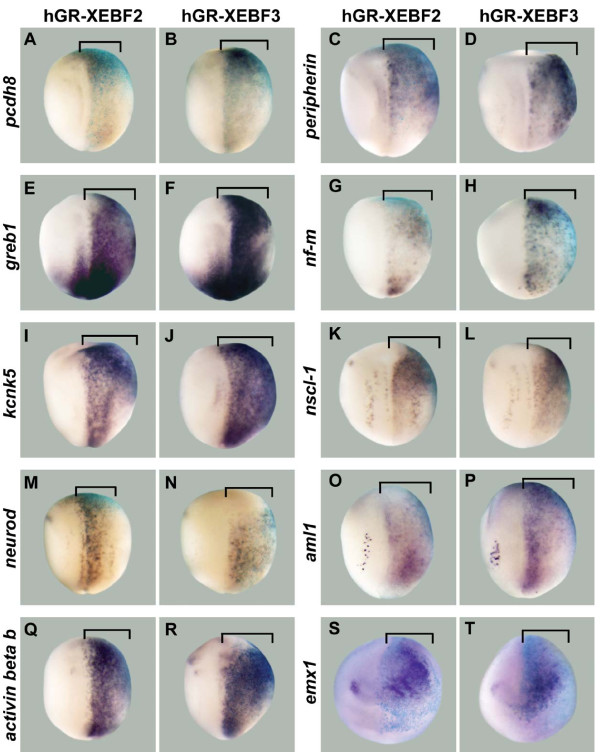
**Candidate target genes upregulated by overexpression of EBF2 or EBF3**. hGR-XEBF2 or hGR-XEBF3 mRNA was injected into one cell of two-cell stage embryos, followed by DEX treatment from the late gastrula stage (stage 11/11.5) to the neurula stage (stage 14/15). β-Galactosidase (β-gal) mRNA was co-injected as a marker of the injected side. In all panels the right side is the injected side, showing the light blue color of X-gal staining. **(A-T) **The expression levels of *pcdh8 *(A,B), *peripherin *(C,D), *greb1 *(E,F), *nf-m *(G,H), *kcnk5 *(I,J), *nscl-1 *(K,L), *neurod *(M,N), *aml1 *(O,P), *activin beta b *(Q,R), and *emx1 *(S,T) are strongly upregulated by EBF2 and EBF3 (brackets). Panels (A-R) show dorsal views, while (S,T) show anterior views.

EBF proteins are involved in the development of B cells, adipocytes, and muscle cells, as well as of neurons (reviewed in [13,14,36]), and the activities of EBF are tissue specific [37]. Since we were interested primarily in neuronal-specific targets of EBF activity, we co-injected embryos with Noggin mRNA to neuralize the animal caps [27]. 

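The deposited data hold 8 two-color arrays, 4 of active EBF3 and 4 of the DEX control, with 1 array of each kind in each of 4 replicate experiments. On every array, cRNA from DEX-treated animal caps was labeled with cyanine 3 (Cy3) and cRNA from untreated caps expressing hGR-XEBF3 was labeled with cyanine 5 (Cy5). On the active EBF3 arrays the DEX-treated caps expressed hGR-XEBF3, the EBF3 fusion protein that the hormone dexamethasone (DEX) switches on, and on the DEX control arrays they expressed hGR without EBF3. The dyes were not swapped, so that a dye effect on a probe has the same sign on every array. Animal caps, the prospective ectoderm of the blastula, were taken at stage 9 from embryos injected with 0.2 ng of Noggin mRNA and either 1 ng of hGR-XEBF3 mRNA or 0.4 ng of hGR mRNA, and the DEX treatment was 30 μM for 4.5 hours. The arrays of replicates 1 and 2 had 22575 spots and 1 spot per probe. Those of replicates 3 and 4 had 44407 spots and 2 spots per probe, and all 4 of them lay on 1 slide. Both designs carry the same 21495 probes.

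The authors deposited the Feature Extraction output of each array, in which the processed signals are intensities corrected for background and LOWESS-normalized between the dyes, with no scaling between arrays. Between 51.8% and 58.9% of the probe spots were well above background in Cy3 and between 58.6% and 62.9% in Cy5. Feature Extraction had put a surrogate value in place of the signal for 22.6% to 35.5% of the spots in Cy3 and 18.1% to 28.8% in Cy5. On the active EBF3 arrays, the lowest Cy5 signal that counted as well above background was 146 in replicate 1, 77.0 in replicate 2, 6.25 in replicate 3 and 8.80 in replicate 4, while the median Cy5 signal of an array was 267, 170, 43.4 and 64.6. A probe that is dim in untreated caps therefore had less room for a large ratio on the first design. The precision of each mean is limited by the number of arrays.

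From these intensities, the log2 ratio of Cy3 to Cy5 was computed for each spot, so that a positive value means a higher level with DEX. Control spots and spots marked as non-uniform in either channel were left out, as in the paper's methods, and the spots of a probe were averaged. The median log2 ratio of all probes lay between -0.08 and 0.24 on the active EBF3 arrays, and it was not set to 0. The mean log2 ratio over the 4 arrays of a group was tested against 0 with limma's moderated test, two-sided, with Benjamini-Hochberg adjustment over the probes that had a value on all 4 arrays. A probe was called when its adjusted p was under 0.05 and its mean change was at least 2-fold. In a second comparison, the ratios of the active EBF3 arrays were set against those of the DEX control arrays, which sets hGR-XEBF3 with DEX against hGR with DEX and removes a dye effect that is common to both.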

Agilent *Xenopus *microarrays were used to compare target gene expression levels in DEX-treated animal caps to those in control DEX-untreated animal caps in four independent experiments. 

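Of the 21256 probes with a value on all 4 DEX control arrays, 0 were called higher and 0 lower with hGR and DEX than with untreated hGR-XEBF3 (limma with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 and a 2-fold change, limma gave 36 probes higher and 85 lower, and the methods' t-test gave 3 and 26 before adjustment and 0 in either direction after it. The mean change was 2-fold or more, at any p, for 50 probes upward and 94 downward. The choice of arrays mattered most. Without replicate 1, 70 probes were called higher and 119 lower. The standard deviation of the log2 ratios across the probes of an array was between 0.49 and 0.54 on the DEX control arrays and between 0.63 and 0.95 on the active EBF3 arrays. The probe for the intermediate filament gene *peripherin* was at -1.42 ± 0.79 (SD, n = 4 arrays; adjusted p = 0.164 from limma) and below 0 on 4 of 4 arrays, and it is among the probes that a rule of mean 2-fold change alone would remove. The probe for *activin beta b* was also below 0 on 4 of 4 control arrays, at -0.82 ± 0.43 (SD, n = 4; adjusted p = 0.172 from limma). Cy5 held untreated hGR-XEBF3 on these arrays. A value below 0 may thus come from DEX or hGR, or from activity of the fusion protein without DEX, which these arrays cannot tell apart.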

To exclude genes that had their expression levels affected by the hormone DEX alone, we performed a separate, control microarray analysis using animal caps treated with DEX expressing control hGR versus untreated animal caps expressing hGR-XEBF3 (Additional file 1B). 

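On the active EBF3 arrays, 21357 probes had a value on all 4 arrays. Of these, 647 were called higher and 607 lower with DEX (limma, adjusted p under 0.05 and at least 2-fold), and every called probe had the same sign on 4 of 4 arrays. Because 0 probes were called on the DEX control arrays, the removal of DEX-affected probes left both numbers as they were. When the 144 probes with a mean 2-fold change on the control arrays were removed instead, 631 higher and 576 lower probes were left. The counts depended on the test more than on this step. With the methods' t-test and Benjamini-Hochberg adjustment over all probes, 193 probes were called higher and 81 lower, and with its unadjusted p-values 609 and 519. That t-test takes both channels of an array as unpaired samples, so that signal differences between arrays enter its variance. Without replicate 4, limma called 322 probes higher and 153 lower, and without replicate 2 it called 353 and 214.

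When the active EBF3 arrays were set against the DEX control arrays, 513 probes were higher and 306 lower among the 21197 with a value on all 8 arrays (limma, same thresholds). Without replicate 2 these counts were 265 and 98. Of the 645 probes that were called higher on the active EBF3 arrays and tested here, 643 kept their direction, 562 were still at least 2-fold higher and 475 were called. Of 599 probes called lower, 597 kept their direction, 395 were still at least 2-fold lower and 287 were called. The paper takes the genes that changed at least 2-fold with DEX, less those affected by DEX itself, as the genes up- or downregulated by EBF3 activity.

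**Figure D1:**
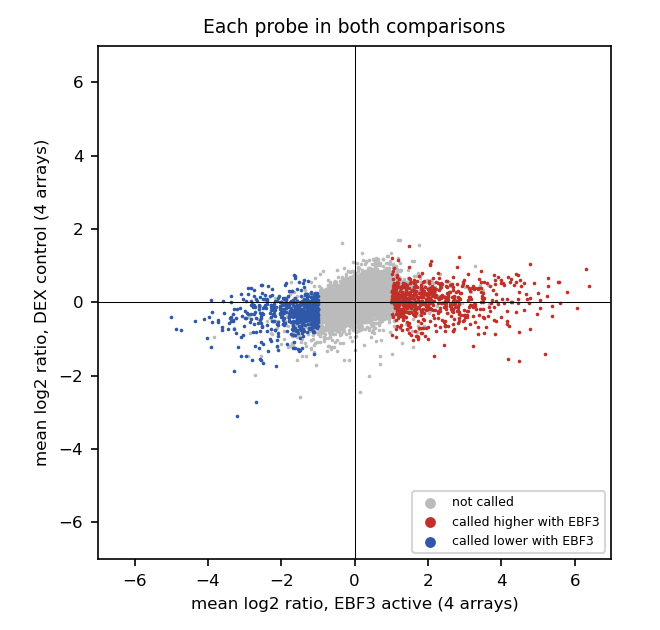
Mean log2 ratio of DEX-treated (Cy3) to untreated (Cy5) animal caps of each probe over 4 active EBF3 arrays (horizontal axis) and over 4 DEX control arrays (vertical axis), on the same scale. Probes called higher with EBF3 are red, probes called lower are blue and all others are grey. The called probes reach far to the left and right along the horizontal axis, and 144 of all the probes tested on the control arrays have a mean of 1 or more from 0 on the vertical axis.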

After removal of the small number of genes that were affected by DEX itself, we found 602 genes that were upregulated more than two-fold, and 504 genes that were downregulated more than two-fold by EBF3 activity (Additional file 3; Gene Expression Omnibus (GEO) accession [GEO:GSE25734]). We found 242 genes upregulated more than five-fold, and 115 genes downregulated more than five-fold.

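At a threshold of 5-fold, 231 probes were called higher and 116 lower on the active EBF3 arrays (limma, adjusted p under 0.05). The background correction moved the higher count most and the methods' t-test the lower count. With normexp correction of the median spot signals and an offset of 50, followed by loess, 94 probes were over 5-fold higher and 45 over 5-fold lower, and the offset itself makes the ratios of dim probes smaller. The methods' t-test after adjustment gave 134 and 37. Without replicate 4 the counts were 173 and 49. In Cy5, 30 of the 647 probes called higher were well above background on 0 of 4 arrays, so that their ratios rest on a signal that was not measured well. The same held in Cy3 for 21 of the 607 probes called lower.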

In cases of incomplete annotation for the *Xenopus *microarray, we used NCBI UniGene or BLAST to identify homologs in other species and determine likely gene identity. The list of candidate targets includes genes with known functions in neurons, as well as genes with established roles in other tissue types, including muscle. 

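By mean ratio on the active EBF3 arrays, the 10 called probes with the largest rise included *pcdh8* at rank 3, *nr2f2* at rank 6 and *wnt3a*, whose Cy5 signal was well above background on 1 of 4 arrays, at rank 7. These ranks hold for those arrays and the processed signals only. The probe at rank 1 is described in the files as stem cell leukemia protein SCL and corresponds to *tal1.S* in the annotation of the X. laevis v10.1 assembly. It had a log2 ratio of 6.39 ± 0.66 (SD, n = 4 arrays), 83.6-fold, with adjusted p = 0.000534 from limma, and its Cy5 signal was well above background on 2 of 4 arrays. Set against the DEX control its log2 ratio was 5.93, below *peripherin* at 6.62 and *pcdh8* at 6.21. Under normexp correction it was 3.74, below the *myod* probe mf25 at 6.11. A probe for *myod* was at rank 2, *lmo2* at rank 5, *hex* at rank 8 and the forkhead gene *xfd-13* at rank 9. The log2 ratio of *xfd-13* was 5.37 ± 0.67 (SD, n = 4; adjusted p = 0.000699 from limma). The probes at ranks 4 and 10 (A_10_P020109 and A_10_P024955) are named in the files only by the sequences they were made from. That of A_10_P020109 was 5.79 ± 1.68 (SD, n = 4; adjusted p = 0.00645 from limma), with Cy5 well above background on 1 of 4 arrays. It was 3.00 under normexp correction and not called without replicate 4 (adjusted p = 0.0632 from limma).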

Since EBF proteins have not previously been implicated in vertebrate muscle development, an analysis of EBF3 targets with functions in muscle tissue are described in a separate study (YS Green and ML Vetter, submitted). 

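The *nf-m* probe, named *nefm.S* in the X. laevis v10.1 annotation, had a log2 ratio of 4.79 ± 0.45 (SD, n = 4 arrays) with active EBF3, 27.7-fold higher (standard error 0.20 on the log2 scale, adjusted p = 0.000534 from limma). It lay between 4.15 and 5.20 on the single arrays. In untreated caps its signal was well above background on 3 of 4 arrays. On the DEX control arrays the same probe varied more, with 0.11, 0.45, -1.25 and -2.25 in replicates 1 to 4 and a mean that was not distinguishable from 0 (adjusted p = 0.429 from limma). Set against these controls, the log2 ratio was 5.53 (standard error 0.57, adjusted p = 0.000908 from limma).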

An indication of the integrity of our screen was the strong upregulation of *nf-m*, a known EBF3 target gene [8] (Table 1). As a whole, the results of this array provide an expansive data set for future study of EBF3 activity in *Xenopus*.

**Table 1:** Candidate targets of EBF activity

Gene name	Function	FC^1 ^ (microarray)	FC^2^ (RT-QPCR)	GenBank
*pcdh8*	Transmembrane protein	66	93^a^	BC074360
*nr2f2*	Nuclear receptor TF	47	ND	BC078057
*wnt3a*	Wnt signaling ligand	45	ND	L07538
*peripherin*	Type III intermediate filament	37	32^a^	BC056020
*greb1*	Estrogen-regulated gene	32	21^b^	BC043838
*hoxd10*	Homeodomain TF	31	ND	BC061944
*nf-m*	Type IV intermediate filament	28	29^b^	BC078128
*kcnk5*	K+ ion channel	27	6^b^	BC084931
*nscl-1*	bHLH TF	26	7^b^	BC084434
*neurod*	bHLH TF	26	164^b^	BC072996
*en-2*	Homeodomain TF	24	ND	X62974
*aml1*	Runt-related TF	22	24^a^	BC057739
*activin beta b*	TGF-beta superfamily member	21	154^b^	S61773
*emx1*	Homeodomain TF	16	15^b^	BC077629

The genes chosen for analysis are shown with their known functional roles. FC^1 ^refers to the average fold change in expression by microarray analysis after DEX treatment for 4.5 hours compared to control, in four replicate experiments. 

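The fold changes given here are 2 to the power of the mean log2 ratio over the arrays, computed from the deposited processed signals. For the genes of Table 1 they ran from 15.9-fold for *emx1* to 66.4-fold for *pcdh8*. The spread between arrays was an SD of 0.23 to 2.17 on the log2 scale. The spot for *activin beta b* was marked as non-uniform in replicate 1, so its mean covers 3 arrays and it was not in the test over 4 arrays. With each replicate left out in turn, the fold change of *pcdh8* stayed between 60.0 and 77.0, and that of *nr2f2* lay between 32.3 without replicate 3 and 59.8 without replicate 1. The Cy5 signal of *en-2* was well above background on 0 of 4 arrays, so that its change is given as a bound of at least 12.0-fold on the mean over the arrays. The ratio of 24.5 computed from its signals is not a measured fold. That ratio was 15.1 without replicate 3 and 44.6 without replicate 1. The background correction changed the folds of dim probes most. Under normexp correction with loess, *pcdh8* was 30.7-fold higher, *peripherin* 31.9-fold and *kcnk5* 23.3-fold, while *wnt3a*, whose Cy5 signal was well above background on 1 of 4 arrays, was 6.65-fold higher.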

FC^2 ^refers to the fold change in expression after DEX treatment for 3 hours compared to control, as detected by RT-QPCR using independent samples (see Figure 6 and Additional file 6 for details). ^a^Performed three replicate experiments; ^b^performed once. FC, fold change; ND, not determined; TF, transcription factor.

### Classes of candidate target genes with predicted neuronal function

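All 13 genes of Table 1 with a value on all 4 arrays were called higher with active EBF3, with adjusted p between 0.000448 and 0.0249 (limma with Benjamini-Hochberg adjustment over all probes). Adjusted over the list alone, 13 were called as well, which is not independent evidence because the list was chosen on these arrays. Each of the 13 was above 0 on 4 of 4 arrays, and *activin beta b* was above 0 on the 3 arrays that measured it. Tested without replicate 1, *activin beta b* was called as well, with a log2 ratio of 4.41 (adjusted p = 0.00332 from limma), and also against the DEX control arrays (5.26, adjusted p = 0.00153 from limma). All 14 genes had a mean change over 10-fold. On every single array that measured them, 13 of the 14 were over 10-fold higher. The exception was *en-2* in replicate 1. Without replicate 2, 3 or 4, and under normexp correction, 12 genes were called, the one lost being *en-2*. The methods' t-test after adjustment called 11, without *en-2* and *wnt3a*. When the active EBF3 arrays were set against the DEX control arrays, those 13 genes were again called, from 11.1-fold for *emx1* to 98.1-fold for *peripherin* (adjusted p between 4.83e-05 and 0.0423 from limma), and with the replicate as a block all 13 were called too. In that comparison *en-2* was not called without replicate 2 (adjusted p = 0.183 from limma), 3 (0.199) or 4 (0.226). On the DEX control arrays their means lay between -1.42 and 0.56.

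**Figure D2:**
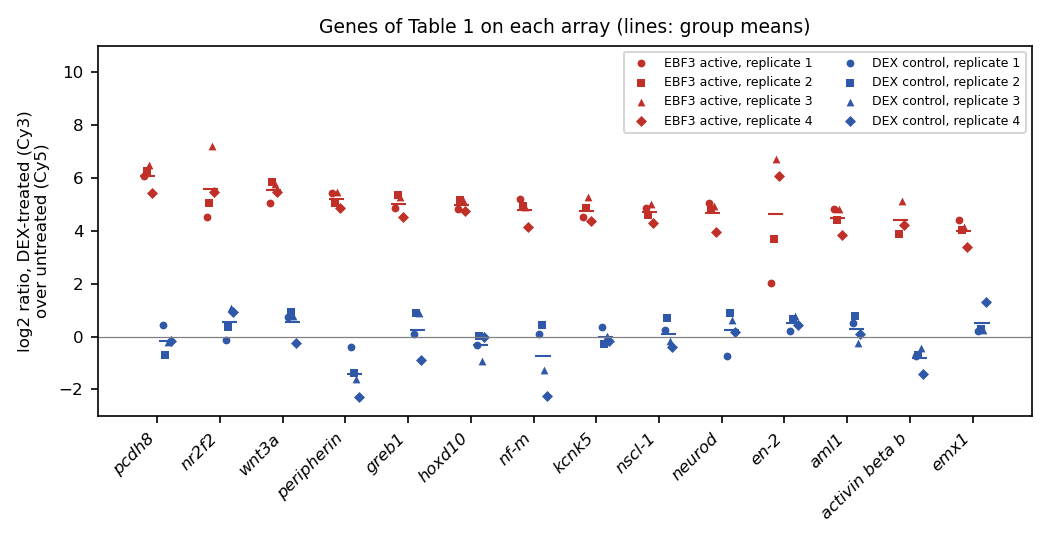
Log2 ratio of DEX-treated (Cy3) to untreated (Cy5) animal caps for the 14 genes of Table 1, on each active EBF3 array (red) and each DEX control array (blue). Symbols mark replicates 1 to 4 and lines the group means. Every active EBF3 value lies above every DEX control value of its gene, the highest at 7.20, and *activin beta b* has 3 active EBF3 values.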

The list of targets with predicted neuronal function was very promising, so for further analysis, we selected from the microarray results 14 genes that were more than 10-fold upregulated and that we predicted to be involved in neuronal development, based on expression patterns and functions known from the published literature, as well as on our own observations with whole mount *in situ *hybridization (WM-ISH; discussed below). Although the number of downregulated genes in our array results is comparable to the number upregulated, we focused on upregulated genes for the remaining analysis to identify potential mediators of EBF function in the nervous system. 

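Of the 1254 probes called on the active EBF3 arrays, 51.6% were higher with DEX. This share was 70.4% with the methods' t-test and 67.8% without replicate 4. When the log ratios of each array were centered on their median, an alternative chosen after seeing the data, 648 probes were called higher and 814 lower. The largest fall on these arrays was that of *anf2*, a homeobox gene, with a log2 ratio of -4.99 ± 1.12 (SD, n = 4 arrays; adjusted p = 0.00291 from limma). The next were *admp* (anti-dorsalizing morphogenetic protein) at -4.88 ± 1.95 (SD, n = 4; adjusted p = 0.0153 from limma) and the cement gland-specific gene *agr2* at -4.74 ± 1.23 (SD, n = 4; adjusted p = 0.00453 from limma). The call of *admp* was lost without replicate 2 (adjusted p = 0.0529 from limma) and without replicate 4 (0.103), and that of *agr2* without replicate 4 (0.0528). Neither was called with the methods' t-test after adjustment (0.235 and 0.208). The homeobox gene *six3*, at rank 10 among the falls, had -3.90 ± 0.57 (SD, n = 4; adjusted p = 0.00114 from limma). The order depends on the background correction, since normexp gave -4.78 for *anf2*, -3.86 for *six3*, -3.34 for *agr2* and -2.57 for *admp*. In DEX-treated caps the signal of *admp* was well above background on 2 of 4 arrays and that of *agr2* on 3 of 4.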

The selected EBF3 candidate target genes were classified based on their known or predicted functions, and these are summarized in Table 1. To confirm the microarray results for these genes, reverse transcriptase PCR (RT-PCR) was performed using independent animal caps from those used in the microarray experiments. For each tested gene, these RT-PCR results showed significant upregulation of gene expression by activated hGR-XEBF3, matching the results found with the microarray analysis (data not shown). As described in detail later, for a subset of the genes we performed RT-QPCR using independent samples, and also found upregulation of gene expression (Table 1). To determine whether neuralization of the animal caps was required for EBF regulation of candidate target genes, we performed an additional microarray experiment using the same conditions, but without Noggin mRNA co-injection (Additional file 4; GEO accession [GEO:GSE27084]). We found that all 14 genes were still upregulated by hGR-XEBF3 in the presence of DEX, suggesting that they can be activated by EBF activity in both neuralized and non-neuralized ectoderm.

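Of the 14 selected genes, 7 encode transcription factors in the classes of Table 1. Among them, *nr2f2* had the highest fold change on the active EBF3 arrays alone, 47.1-fold, with a log2 ratio of 5.56 ± 1.16 (SD, n = 4 arrays; adjusted p = 0.00232 from limma). Set against the DEX control, *hoxd10* was highest at 38.6-fold and *nr2f2* was 32.0-fold higher. The least variable was *hoxd10*, at 4.96 ± 0.23 (SD, n = 4; adjusted p = 0.000448 from limma). In order of log2 ratio, not of SD, *nscl-1* was at 4.69 ± 0.32, *neurod* at 4.68 ± 0.50, *aml1* at 4.47 ± 0.47 and *emx1* at 3.99 ± 0.42 (SD, n = 4 in each case). Their adjusted p lay between 0.000448 and 0.000630 from limma. The *nscl-1* probe corresponds to *nhlh1.L* in the X. laevis v10.1 annotation. In *en-2* the arrays were farther apart, with 2.02 and 3.67 in replicates 1 and 2 and 6.72 and 6.05 in replicates 3 and 4 and an SD of 2.17. Its signal in untreated caps was well above background on 0 of 4 arrays, so that only a bound can be given. On the mean of the processed signals over 4 arrays, *en-2* was at least 12.0-fold higher with active EBF3. In replicate 1 alone, and under normexp correction, the ratio was smaller than this. The call of *en-2* was lost without replicate 2 (adjusted p = 0.0772 from limma), replicate 3 (0.0678) or replicate 4 (0.128), under normexp correction (log2 ratio 1.62) and with the methods' t-test after adjustment (0.140).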

After classification, we found that a large number of the selected candidate EBF targets are transcription factors - for example, NR2F2 (nuclear receptor subfamily 2, group F, member 2, also called COUP-TFII) [38], HOXD10 (homeobox D10, also called HOX4D) [39], NSCL-1 (neuronal stem cell leukemia, also called XHEN1 and NHLH1) [40], NeuroD [33], EN-2 (engrailed 2) [41], AML1 (acute myeloid leukemia, also called RUNX1) [42,43], and EMX1 [44]. The fact that we find many transcription factors strongly upregulated by EBF proteins suggests that there are multiple levels of transcriptional control that involve the activity of EBF proteins. For the most part, the remainder of the strongly upregulated candidate targets that we chose are involved in cell structure and neuronal function, including PCDH8 (protocadherin 8) [45], WNT3a [46], Peripherin (also called XIF3) [47] and NF-M (Neurofilament-M) [48], KCNK5 (potassium channel subfamily K member 5, also called TASK2) [49], and Activin beta B (also called INHBB) [50], reinforcing the idea that EBF proteins are involved in neuronal differentiation during development, as well as performing various functions in mature neurons.

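The 7 selected genes outside the transcription factors include *nf-m*. For the others, the log2 ratio was 6.05 ± 0.46 for *pcdh8*, 5.53 ± 0.37 for *wnt3a*, 5.19 ± 0.30 for *peripherin*, 5.00 ± 0.39 for *greb1* and 4.74 ± 0.40 for *kcnk5* (SD, n = 4 arrays in each case), with adjusted p between 0.000448 and 0.000510 from limma. For *activin beta b* it was 4.41 ± 0.65 (SD, n = 3 arrays), 21.3-fold. The call of *wnt3a* was lost with the methods' t-test after adjustment (0.132), which *pcdh8*, *peripherin*, *greb1* and *kcnk5* passed. On the control arrays, *pcdh8*, *wnt3a*, *greb1* and *kcnk5* had means of -0.16, 0.55, 0.24 and -0.02.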

### EBF2 and EBF3 are sufficient for the expression of candidate neuronal targets *in vivo*

We previously showed that the protein sequences of *Xenopus *EBF2 and EBF3, as well as their functions in neuronal development in *Xenopus*, are very similar [8]. For these reasons, we included both EBF2 and EBF3 in the experiments that follow. In order to both confirm the microarray data and to determine if EBF2 and EBF3 are sufficient for the expression of the candidate target genes *in vivo*, we examined the expression levels of candidates after overexpression of hGR-XEBF2 and hGR-XEBF3. Overexpression was achieved by injection of mRNA for hGR-XEBF2 or hGR-XEBF3 into one cell of two-cell stage embryos, followed by treatment of the embryos with DEX from the gastrula stage (stage 11/11.5) to the neurula stage (stage 14/15). The expression level of candidate target genes was then examined by WM-ISH. We found that 10 of the 14 candidate target genes were upregulated by overexpression of EBF2 and EBF3 (Figure 1). These were *pcdh8 *(20/23 embryos by EBF2, 27/28 embryos by EBF3), *peripherin *(15/15, 35/35), *greb1 *(genes regulated by estrogen in breast cancer; 12/12, 10/10), *nf-m *(15/15, 35/38), *kcnk5 *(11/11, 39/40), *nscl-1 *(9/9, 33/40), *neurod *(20/21, 39/39), *aml1 *(12/12, 11/11), *activin beta b *(11/11, 37/40), and *emx1 *(11/13, 28/32) (Figure 1). However, four genes were not consistently upregulated by EBF3. The expression of *en-2 *(10/19) and *hoxd10 *(30/44) was downregulated, while the expression of *nr2f2 *was upregulated (19/73) in some embryos but downregulated (30/73) in others, and the expression of *wnt3a *(24/24) was not changed by EBF3 (data not shown). We therefore believe that these four genes are unlikely to be *in vivo *targets of EBF activity at this stage of early nervous system development, and we have excluded them from the experiments that follow. The fact that the expression levels of 10 genes among 14 candidates are upregulated by overexpression of EBF2 and EBF3 in the intact embryo supports the microarray data, and further shows that EBF2 and EBF3 activity are sufficient to drive expression of these candidate genes *in vivo*.

### EBF2 and EBF3 are required for the expression of candidate targets *in vivo*

To determine if the expression of our identified candidate target genes is dependent on EBF2 and EBF3 *in vivo*, we examined the expression levels of candidate targets after knockdown of EBF2 and EBF3 expression using translation blocking antisense MOs. EBF2 MO and EBF3 MO were co-injected into one cell of two-cell stage embryos and the expression levels of endogenous candidate target genes were examined at the neurula stage (stage 15/16) or tailbud stage (stages 25 to 28), when expression of candidate target genes is apparent (Figures 2 and 3). We first confirmed that expression of the neural plate marker *sox2 *was not changed (10/10 embryos; Figure 2B), indicating that knockdown of EBF2 and EBF3 did not affect early global neuronal development in the early embryos. After co-injection of EBF2 MO and EBF3 MO, the expression of *nscl-1 *(10/11), *neurod *(13/15), *aml1 *(7/12), *emx1 *(12/15), *pcdh8 *(12/13), *peripherin *(11/11), *greb1 *(11/12), *nf-m *(14/16), *kcnk5 *(10/15) and *activin beta b *(5/10) were downregulated (Figures 2 and 3). Control MO did not change the expression levels of these genes (Figures 2 and 3). The expression of peripherin was partially rescued by co-injecting EBF2 MO and EBF3 MO together with mRNA for hGR-XEBF2, which does not have overlapping sequence with the MOs, and then treating with DEX from the gastrula stage (stage 11.5) to the neurula stage (stage 15/16) (Additional file 5). This control demonstrates that the EBF2 MO and EBF3 MO specifically block EBF activity.

**Figure 2:**
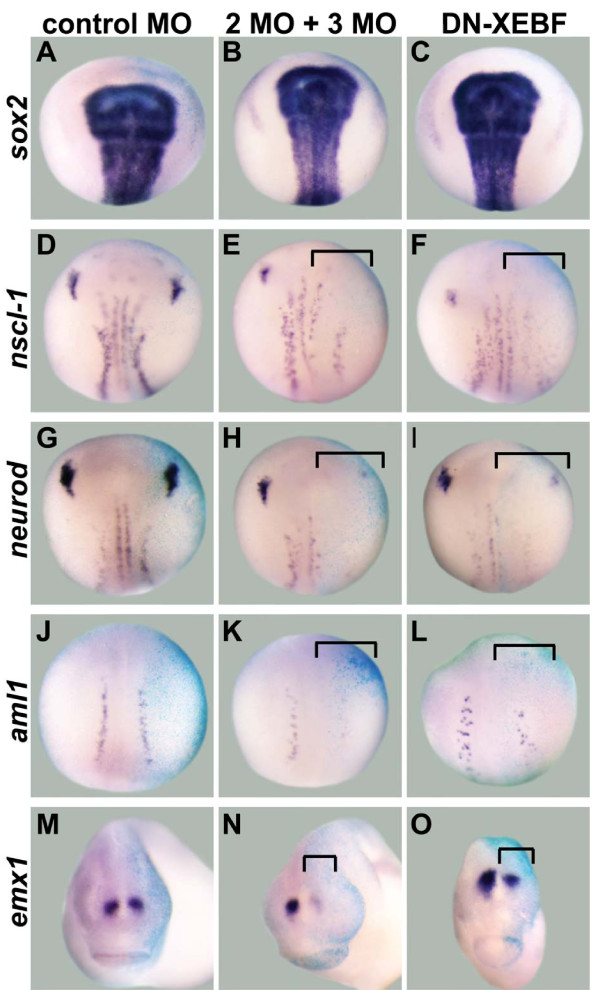
**Downregulation of transcription factor candidate target genes after knockdown of EBF2 and EBF3**. One cell of two-cell stage embryos was injected with either control MO, both EBF2 MO and EBF3 MO (2MO + 3MO), or dominant negative *Xenopus *EBF3 (DN-XEBF) mRNA. β-Galactosidase (β-gal) mRNA was co-injected as a marker of the injected side. In all panels the right side is the injected side, showing the light blue color of X-gal staining. **(A-C) **The expression of *sox2 *was not changed in all three conditions. **(D-O) **The expression of *nscl-1 *(E,F), *neurod *(H,I), *aml1 *(K,L), and *emx1 *(N,O) is downregulated by EBF2 MO and EBF3 MO, and by DN-XEBF (brackets), while control MO does not change their expression levels (D,G,J,M). Panels (A-L) show dorsal views of neurula stage embryos (stage 15/16), and (M-O) are anterior views of tail bud stage embryos (stages 25 to 28).

**Figure 3:**
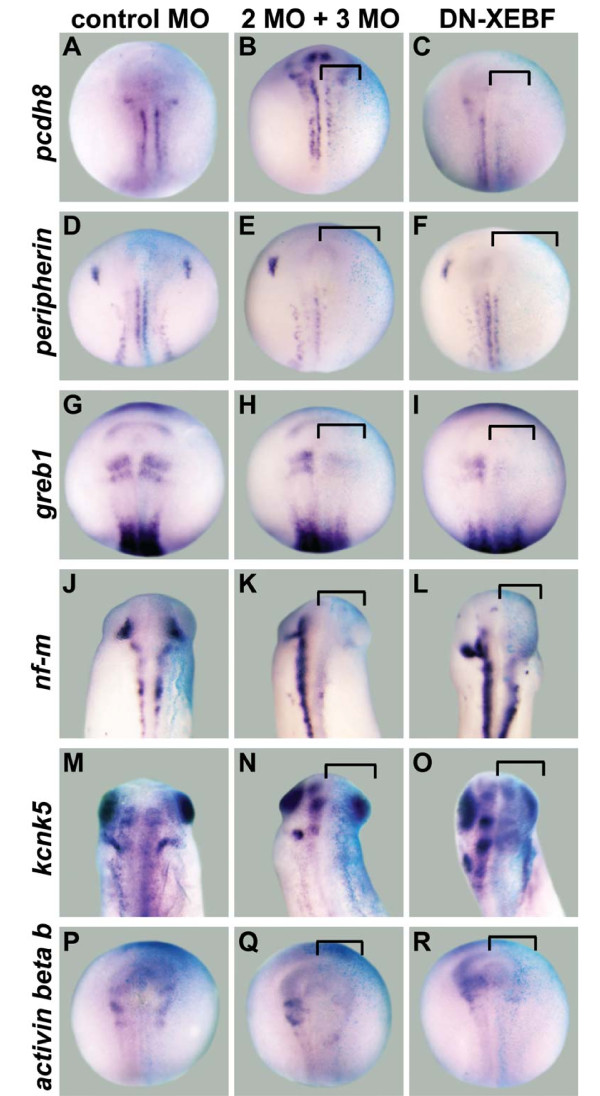
**Downregulation of non-transcription factor candidate target genes after knockdown of EBF2 and EBF3**. One cell of two-cell stage embryos was injected with either control MO, both EBF2 MO and EBF3 MO (2MO + 3MO), or dominant negative *Xenopus *EBF3 (DN-XEBF) mRNA. β-Galactosidase (β-gal) mRNA was co-injected as a marker of the injected side. In all panels the right side is the injected side, showing the light blue color of X-gal staining. **(A-R) **The expression of *pcdh8 *(B,C), *peripherin *(E,F), *greb1 *(H,I), *nf-m *(K,L), *kcnk5 *(N,O), and *activin beta b *(Q,R) is downregulated by EBF2 MO and EBF3 MO, and by DN-XEBF (brackets), while control MO does not change their expression levels (A,D,G,J,M,P). Panels (A-I) and (P-R) are neurula stage embryos (stage 15/16), and (J-O) are tail bud stage embryos (stages 25 to 28). All panels show dorsal views.

To confirm the MO results, we generated a dominant negative *Xenopus *EBF3 construct (DN-XEBF). This DN-XEBF (amino acids 349 to 598) lacks the DNA binding domain in the amino-terminal region, but it has an intact dimerization domain [4,7,12]. Since EBF1, 2, and 3 can form homodimers or heterodimers *in vitro *[2,4,12], this DN-XEBF is predicted to block the function of both EBF2 and EBF3 by forming non-functional dimers. Similar to our MO data, injection of mRNA encoding DN-XEBF led to downregulation of the expression of *nscl-1 *(5/13 embryos), *neurod *(12/18), *aml1 *(6/14), *emx1 *(7/15), *pcdh8 *(8/18), *peripherin *(8/13), *greb1 *(8/14), *nf-m *(10/19), *kcnk5 *(7/19) and *activin beta b *(8/17) (Figures 2 and 3) while *sox2 *expression was not changed by DN-XEBF at the neurula stage (13/14) (Figure 2C). However, the level of downregulation of candidate target genes was weaker than that obtained by MO injection, perhaps because some endogenous EBF protein is able to form normal dimers even in the presence of DN-XEBF. In addition, a majority of embryos became bent toward the injected side at the tailbud stage because this side was smaller than the uninjected side (data not shown), suggesting changes in the development of other tissues. Taken together, these function-blocking experiments with MOs and DN-XEBF suggest that EBF2 and EBF3 are required for the expression of our neuronal candidate targets *in vivo*.

### Comparison of the expression patterns of EBF2, EBF3 and their candidate targets in the *Xenopus *nervous system

To determine if the functional relationships we identified above might be indicative of *in vivo *genetic relationships between *ebf *genes and candidate targets, and to determine if the candidate targets have expression patterns consistent with a role in neuronal development, we compared the expression domains of *ebf2 *and *ebf3 *with those of candidate target genes by WM-ISH at four different stages in early *Xenopus *embryos: stage 12.5 (data not shown), 15, 23 and 28 (Figures 4 and 5). We chose these stages because the expression of *ebf2 *is visible from stage 12.5, the expression of *ebf3 *is clearly visible at stage 15, and their expression continues beyond stage 28 [7,8]. *ebf2 *and *ebf3 *are expressed in very similar neuronal tissues (Figure 4A-F). At stage 15, both are expressed in the three stripes (medial, intermediate, and lateral) of primary neurons in the neural plate and trigeminal placodes. At stage 23, both are expressed in the trigeminal placodes, the olfactory placodes, spinal cord, and neural crest derivatives, including branchial arches. By stage 28, their expression expands to encompass much of the developing brain.

**Figure 4:**
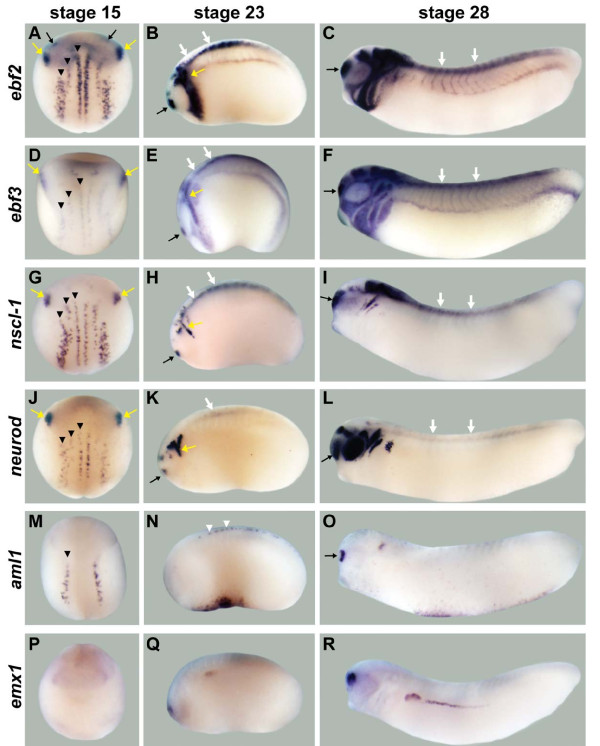
**Neuronal expression for *ebf *genes and transcription factor candidate target genes**. **(A-F) ***ebf2 *(A-C) and *ebf3 *(D-F) are expressed in multiple regions of the developing nervous system, including the trigeminal placodes (yellow arrows), olfactory placodes (black arrows), some domains in the brain, the spinal cord (white arrows), and neural crest derivatives like the branchial arches. **(G-L) ***nscl-1 *(G-I) and *neurod *(J-L) are expressed in the trigeminal placodes and three stripes of primary neurons in the neural plate (black arrowheads) at stage 15, and are strongly expressed in the trigeminal placodes, olfactory placodes, and spinal cord at stage 23. At stage 28, *nscl-1 *is expressed in the olfactory placodes, some domains in the midbrain/hindbrain, spinal cord and cranial ganglia IX and X. At stage 28, *neurod *is expressed in the olfactory placodes, retina, otic placodes, cranial ganglia, spinal cord and some domains in the brain. **(M-O) ***aml1 *is expressed in the lateral primary neuron stripe at stage 15, sensory neurons of the spinal cord (white arrowheads) at stage 23, and the olfactory placodes and otic placodes at stage 28. **(P-R) ***emx1 *is weakly expressed in the prospective forebrain region at stage 15. At stages 23 and 28, this gene is expressed in the dorsal forebrain region. Stage 15 embryos show dorsal views except **(P)** (anterior view). Stage 23 and 28 embryos show lateral views.

**Figure 5:**
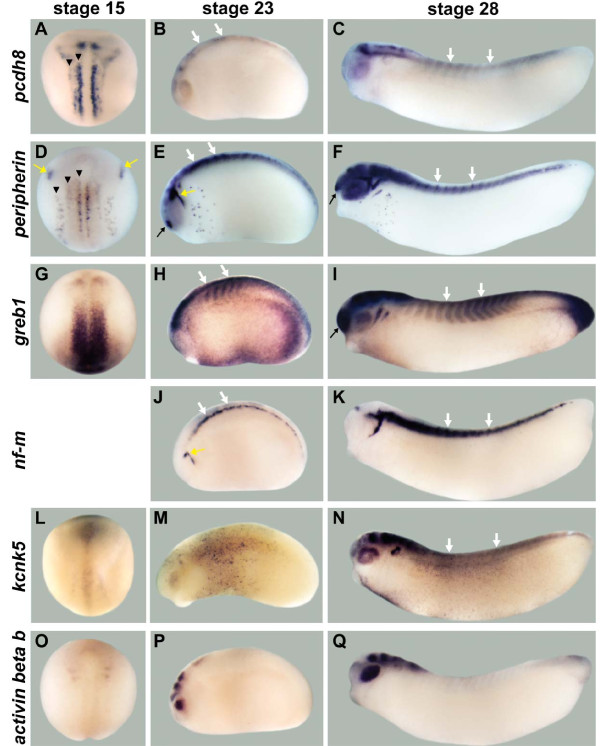
**Neuronal expression for non-transcription factor candidate target genes**. **(A-C) ***pcdh8 *is expressed in medial and intermediate stripes (arrowheads) of primary neurons, in one posterior stripe between the two stripes of primary neurons, and in the anterior domain of the neural plate at stage 15, and in the spinal cord (white arrows) and some domains in the brain at stages 23 and 28. **(D-F) ***peripherin *is expressed in the trigeminal placodes (yellow arrows) and three stripes of primary neurons (arrowheads) at stage 15, and in the trigeminal placodes, olfactory placodes (black arrow), spinal cord, retina and many domains in the brain at stages 23 and 28. **(G-I) ***greb1 *is expressed as a band in the prospective midbrain/hindbrain region at stage 15, and in the midbrain/hindbrain region and spinal cord at stage 23, and in the olfactory placodes, spinal cord, and many domains in the brain at stage 28. **(J,K) ***nf-m *is not expressed at stage 15, but at stages 23 and 28 it is expressed in the trigeminal placodes and spinal cord. **(L-N) ***kcnk5 *is weakly expressed from anterior to posterior along the dorsal midline, with stronger expression in the anterior end of the neural fold at stage 15. It is expressed in retina, otic placode, and several domains in the brain at stages 23 and 28, and in spinal cord at stage 28. **(O-Q) ***activin beta b *is expressed in two bands in the prospective midbrain/hindbrain region and diffusely throughout the anterior neural plate at stage 15, and it is expressed in the retina and some brain domains at stages 23 and 28. Stage 15 embryos show dorsal views, and stages 23 and 28 embryos show lateral views.

First, we compared the expression patterns of *ebf *genes and the candidate targets that are known transcription factors since a number of candidate target genes fell into this category (Figure 4). The expression patterns of both bHLH transcription factors, *nscl-1 *(Figure 4G-I) [40] and *neurod *(Figure 4J-L) [33], overlap strongly with those of *ebf2 *and *ebf3 *in the three stripes of primary neurons, trigeminal placodes, olfactory placodes and spinal cord. In *Xenopus *embryos, the neuronal expression of *aml1 *(Figure 4M-O) [42,43] is limited to sensory neurons, including the lateral stripe at stage 15, sensory neurons in the spinal cord at stage 23, and olfactory placode at stage 28, and this expression pattern overlaps with the expression of *ebf2 *and *ebf3*. The expression of *emx1 *(Figure 4P-R) [44] in the dorsal forebrain region at stages 23 and 28 overlaps with the expression of *ebf2 *and *ebf3*.

Second, we compared the expression patterns of *ebf *genes and the candidate targets that do not have transcriptional activity, and that were predicted to play a role in cell structure and neuronal function (Figure 5). The expression of *pcdh8 *(Figure 5A-C) does partially overlap with that of *ebf2 *and *ebf3 *in two stripes of primary neurons, spinal cord, midbrain, and hindbrain. The neuronal intermediate filament genes *peripherin *(Figure 5D-F) [51] and *nf-m *(Figure 5J,K) [52] show strongly overlapping expression patterns with *ebf2 *and *ebf3 *in the three stripes of primary neurons, trigeminal placodes, olfactory placodes and spinal cord from the earliest stages in which they are expressed. The expression patterns of *greb1 *(Figure 5G-I), *kcnk5 *(Figure 5L-N) and *activin beta b *(Figure 5O-Q) [50] do not overlap with those of *ebf2 *and *ebf3 *at stage 15, but partially overlap in some domains in the brain or the spinal cord at stages 23 or 28.

In summary, the candidate EBF target genes show complex patterns of expression during nervous system development with different degrees of overlap with the EBF factors. For example, some were highly overlapping, *nscl-1*, *neurod*, *aml1*, *peripherin*, and *nf-m*, while others showed more limited overlap, such as *emx1*, *pcdh8*, *greb1*, *kcnk5*, and *activin beta b*. The genes *pcdh8*, *greb1*, and *kcnk5 *have not previously been described during *Xenopus *neuronal development.

### Identification of direct candidate targets for EBF3 in animal caps by RT-QPCR

To better understand the transcriptional interaction between EBF3 and its candidate target genes, we sought to identify which genes are direct transcriptional candidate targets and which are indirect transcriptional candidate targets. We used an approach similar to the microarray analysis, with DEX treatment of animal caps to drive activation of hGR-XEBF3, but we added CHX to block protein synthesis, so that only direct EBF3 candidate targets should be transcribed. Animal caps were collected at stage 9 after injection of hGR-XEBF3, and divided into four groups: untreated control (-C-D), DEX alone (-C+D), CHX alone (+C-D), and both CHX and DEX (+C+D). All animal caps were collected after a 3.5-hour incubation. CHX treatment lasted the entire 3.5 hours, while DEX treatment started after a 30-minute delay to allow time for CHX to take effect. The expression level of each candidate target was examined by RT-QPCR (Table 1 and Figure 6; Additional file 6). We normalized the expression level of candidate target genes with that of *histone h4*, and for Figure 6 and Additional file 6 we set the normalized expression level in the condition of -C+D to 100% (see Materials and methods).

**Figure 6:**
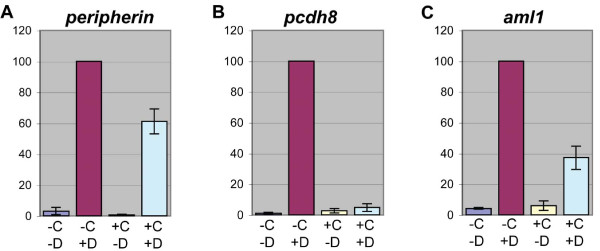
**The identification of direct and indirect candidate targets of EBF3 by RT-QPCR**. hGR-XEBF3 mRNA and Noggin mRNA were injected into one-cell stage embryos, and animal caps were collected at the blastula stage (stage 9). The animal caps were divided into four groups, based on CHX and DEX treatment: -C-D, -C+D, +C-D, and +C+D. After a 3.5-hour incubation with CHX and/or a 3-hour incubation with DEX, total RNA was isolated from each animal cap group. RT-QPCR was conducted with the isolated total RNA. The expression level was normalized with the expression level of *histone h4 *and then normalized to the expression level of -C+D, for each gene, at 100 arbitrary units. **(A-C) **The expression levels of all candidate target genes in controls (-C-D and +C-D) are very low compared to the DEX-treated condition of -C+D. (A) The expression level of *peripherin *in +C+D (61%) is only partially reduced compared to -C+D, indicating that the majority of its expression is controlled by EBF3 directly. (B) The expression level of *pcdh8 *in +C+D (5%) is much lower than in -C+D and is similar to the levels of the control conditions, indicating that it is an indirect candidate target. (C) The expression level of *aml1 *in +C+D (37%) is lower than the expression level in -C+D but higher than levels of the control conditions, indicating that its expression is partially controlled by EBF3 directly. Error bars represent standard error of the mean. The results for the remaining candidate target genes are shown in Additional file 6. N = 3 replicates, 20 to 30 animal caps per condition.

After treatment with both CHX and DEX, candidate targets that had expression levels of less than 10% of the level in animal caps treated with DEX alone (or candidates that had expression levels similar to untreated controls, even if that was greater than 10% of the DEX alone condition) were considered to be indirect candidate targets. These indirect targets are *pcdh8*, *kcnk5*, *activin beta b*, *neurod *and *greb1 *(Figure 6B; Additional file 6D-G). Candidate target genes with expression levels of greater than 50% of the levels in animal caps treated with DEX alone are candidate targets for which the majority of their expression is directly controlled by EBF3. These include *peripherin*, *emx1 *and *nf-m *(Figure 6A; Additional file 6AB). Finally, there are genes with expression levels between 10 and 50% of the level in animal caps treated with DEX alone. These genes, including *aml1 *and *nscl-1*, likely have some expression that is under direct regulation by EBF3 (Figure 6C; Additional file 6C), suggesting that their expression is controlled not only by EBF3 directly but also through other targets of EBF3.

## Discussion

To better understand the range of activities that are driven by EBF transcription factors during neural development, we used a systematic approach to identify candidate target genes of EBF activity in *Xenopus*. In this study, we emphasize candidate targets that were highly upregulated by EBF activity by microarray analysis and with potential functions in neuronal development. Our microarray screen for targets of EBF transcriptional activity revealed many genes that were previously not known to be targets of EBF activity. Ten of the genes showed upregulation after EBF overexpression, and downregulation after EBF knockdown in neurula or tailbud stage embryos, demonstrating their *in vivo *dependence on EBF activity. In addition, all ten of these genes partially overlap in their expression with *ebf *genes, consistent with regulation by EBF proteins during neural development. Since some of these genes are direct targets with partial dependency on EBF activity, others are indirect candidate targets, and most have only partially overlapping expression with *ebf *genes, it is clear that EBF proteins are part of a more complex transcriptional regulatory network involved in driving their expression. The candidate target genes we identified by microarray analysis, but did not characterize further, also have the potential to reveal involvement of EBF proteins in additional activities, and this list of genes should aid future research into EBF functions.

Several previous studies, including EBF gain- and loss-of-function studies in *Drosophila*, *C. elegans*, *ebf *mutant mice, chicks, *Xenopus*, and in cell lines, have revealed a number of neuronal genes that are regulated by EBF transcriptional activity [2,7,8,15-17,19,53-56]. With the exception of *nf-m*, the list of candidate EBF target genes that we selected for analysis does not include these previously described EBF-regulated genes. However, among the additional genes from the microarray that are upregulated by EBF activity we found *lhx9 *and *lmo4*, which are homologous to *apterous*, a known target of Collier in *Drosophila *[17]. It is likely that we did not recognize the presence of other known EBF target genes in our array results due to the incomplete annotation of the *Xenopus *microarray. 

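The *lhx9* probe with a full-length cDNA had a log2 ratio of 2.63 ± 0.34 (SD, n = 4 arrays), 6.21-fold higher with active EBF3 (adjusted p = 0.00136 from limma). Its signal in untreated caps was well above background on 2 of 4 arrays. The call was lost with the methods' t-test after adjustment and under normexp correction, where the log2 ratio was 0.77, under 2-fold. A second probe (*lhx9-A*), made from an expressed sequence tag, was well above background in neither channel on any array, and its ratio of 0.29 ± 0.39 (SD, n = 4) was not distinguishable from 0 (adjusted p = 0.352 from limma). The *lmo4* probe with a full-length cDNA was marked as non-uniform in replicate 1. Over the remaining 3 arrays its log2 ratio was 3.40 ± 0.45 (SD), 10.6-fold higher, with values of 3.13, 3.93 and 3.16. Tested without replicate 1, it was called (adjusted p = 0.00333 from limma), and also against the DEX control arrays (log2 difference 3.51, adjusted p = 0.00145 from limma). The second *lmo4* probe (*lmo4-A*) was well above background in both channels on 4 of 4 arrays and did not change, at -0.13 ± 0.19 (SD, n = 4; adjusted p = 0.557 from limma). The files do not say whether the probes of a gene recognize the same transcript or copy. Of these probes, the array's design gives the gene's name only to the second of each gene, which did not change. It lists the others as MGC84078 and MGC52771, the latter described as similar to LIM domain only 4.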

Another explanation could be that expression of these targets is driven by EBF in the more differentiated environments of each independent experiment, but not in the relatively naïve environment of *Xenopus *animal caps. Future improvements in *Xenopus *annotation should make it possible to help distinguish between these two explanations.

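Among the probes called higher with active EBF3, 35.7% rose over 5-fold, and among those called lower, 19.1% fell over 5-fold. Of all probes called over 5-fold, 66.6% were higher. The median fold change was 3.66 for the probes called higher and 2.82 for those called lower, whose largest fall was 31.9-fold. Falls are limited by the lowest Cy3 signal well above background, which was 190, 133, 9.86 and 10.9 in replicates 1 to 4. Rises are limited by that of Cy5, which was lower on each array, at 146, 77.0, 6.25 and 8.80. Falls thus had less room, and whether this explains the contrast was not tested. For 435 of 647 probes called higher and 438 of 607 called lower, the dimmer channel was well above background on 4 of 4 arrays.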

We find in our *Xenopus *EBF screens comparable numbers of strongly downregulated genes and strongly upregulated genes. This parallels the important roles shown for EBF proteins functioning as transcriptional repressors to help determine cell fate in cell types such as B cells in mice [37,57,58] and ASI chemosensory neurons in *C. elegans *[55]. As part of a future study, it will be interesting to see the extent to which our candidate downregulated genes are related to cell fate.

EBF proteins are involved in the development of multiple lineages, including B cells and adipocytes. Interestingly, in our array analysis we found genes with known roles in non-neuronal tissue types like *myod*, which regulates muscle development, or *lmo2 *and *hex*, which are involved in leukocyte development. These genes were upregulated even after animal caps were neuralized with Noggin. Thus, in the relatively naïve environment of animal cap ectoderm it may be permissive for EBF target genes from multiple lineages to be expressed. 

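There are 2 probes for *myod* that were called higher with active EBF3. The mf25 probe, which corresponds to *myod1.L* in the X. laevis v10.1 annotation, had a log2 ratio of 6.31 ± 0.73 (SD, n = 4 arrays), 79.6-fold (adjusted p = 0.000630 from limma). On the DEX control arrays it was at 0.90 ± 0.28 (SD, n = 4; adjusted p = 0.163 from limma), above 0 on 4 of 4 arrays, and against this control its rise was 42.7-fold (adjusted p = 0.000138 from limma). The other *myod* probe had a log2 ratio of 5.05 ± 0.41 (SD, n = 4), 33.1-fold, and -0.15 ± 0.44 on the control arrays. The *lmo2* probe had 5.60 ± 0.72 (SD, n = 4), 48.4-fold (adjusted p = 0.000707 from limma), a call that was lost with the methods' t-test after adjustment over all probes (adjusted p = 0.0564). The *hex* probe had 5.39 ± 0.42 (SD, n = 4), 42.0-fold (adjusted p = 0.000448 from limma), and was below 0 on 4 of 4 control arrays, at -0.36 ± 0.11 (SD, n = 4; adjusted p = 0.201 from limma). Noggin mRNA was present in all caps on these arrays. From the rise of these genes in neuralized caps, the paper proposes that the animal cap is permissive for EBF target genes of several lineages.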

EBF proteins have been proposed to function as pioneer factors for B cell genes in hematopoietic lineages [37]. Therefore, EBF factors may alter chromatin to permit genes involved in lineage specification and differentiation to be expressed. There have been screens performed to identify targets of EBF proteins in non-neuronal cell types such as B cells and adipocytes [37,59,60]. A detailed comparison of our array results with these studies is difficult since limited annotation of the *Xenopus *arrays precludes systematic cross-species comparisons.

### EBF regulation of multiple transcription factor genes suggests involvement in extensive transcriptional networks for neuronal development

Our finding that several transcription factors are among the strongest candidate targets of EBF activity expands the potential means by which EBF activity could exert its many effects on neuronal development, and also suggests some interesting new potential functions. The bHLH transcription factor NSCL-1 can drive expression of the proneural bHLH transcription factor NGNR-1, which is important for neuronal cell commitment in *Xenopus *embryos [40,61]. In chick and mouse, NSCL-1 can promote neuronal cell differentiation, and migration of cellular populations, including GnRH-1 neurons [62-64]. Interestingly, *Ebf2 *knockout mice show a migration defect of GnRH-1 neurons [21]. We find that the expression of *nscl-1 *is partially under the direct control of EBF activity, and that the expression patterns of *nscl-1 *and *ebf *genes strongly overlap. This suggests that EBF activity may act through NSCL-1 to regulate neuronal cell commitment, differentiation or migration.

The well-known functions of the proneural bHLH transcription factor NeuroD in multiple species show that it is involved primarily in differentiation, but also acts to regulate cell fate, cell migration and cell survival [33,65-68]. This study and previous studies show that *neurod *expression is very similar to that of *ebf *genes [7,8,33]. Previous studies showed that *neurod *is both downstream of EBF2 and upstream of *ebf2 *and *ebf3 *in *Xenopus *embryos [7,8,28,65]. Our present data suggest that *neurod *is also an indirect candidate target of EBF3. Together, these results support and expand the concept of multiple transcriptional interactions between EBF proteins and NeuroD [7,8,28,65].

AML1, a runt related transcription factor, is known to be expressed in neurons, including cortical progenitors, olfactory receptor progenitors and neurons in the dorsal root ganglia and to be involved in differentiation and cell type specification of several types of sensory and motor neurons, including neurons in the dorsal root ganglia [42,69-71]. Interestingly, AML1 is known to cooperate with EBF proteins in B cell development [72]. We find that *aml1 *is partially under the direct control of EBF activity, and that the expression patterns of *aml1 *and *ebf *genes overlap strongly in the nervous system. Thus, AML1 and EBF proteins may also act cooperatively in promoting neuronal differentiation.

In multiple species, the homeobox transcription factor Emx1 is strongly expressed in the developing forebrain, and the EMX1 protein is present in the axons of the olfactory neurons [44,73,74]. Compared to *Emx2 *knockout mice, *Emx1 *knockout mice show only minor defects in brain development [75-77]. However, *Emx1 *and *Emx2 *double mutant mice show more severe defects than *Emx2 *knockout mice, including defects of neuronal differentiation and thalamocortical pathfinding [78], similar to those found in *Ebf1 *knockout mice [16]. Since we find *emx1 *to be a strong, direct candidate target of EBF proteins, and *emx1 *and *ebf *genes are both strongly expressed in the forebrain, EBF proteins may control cell differentiation and axon growth in part by driving expression of *emx1*.

### EBF proteins drive expression of candidate targets involved in multiple aspects of neuronal differentiation

The candidate targets that are not transcription factors illuminate some of the ways that EBF activity could help regulate late steps of neuronal differentiation and neuronal function. Peripherin and NF-M are important components of neuronal intermediate filaments, which help to form the cytoskeleton in the cell body and neurites of neurons [79-82]. We find that the majority of expression of *peripherin *and *nf-m *is controlled directly by EBF3, and that their expression strongly overlaps with that of *ebf *genes. These discoveries correlate with previous evidence showing axonal pathfinding defects of thalamocortical and olfactory receptor neurons in *Ebf *null mice, pathfinding defects of motor neurons in *C. elegans *UNC-3 mutants, and problems with dendritic arborization in *Drosophila *Collier mutants [11,16,19,20,53,54,83]. These correlations both support a role for EBF proteins in axon growth or stability and provide a potential additional route for exploration of how EBF proteins can affect this important process.

PCDH8 is a transmembrane calcium-dependant adhesion molecule. The rat homolog Arcadlin affects the number of dendritic spines in cultured hippocampal neurons [84] and is required for activity-induced long-term potentiation [85]. We find that EBF proteins positively regulate the expression of a gene that is likely the *Xenopus pcdh8 *homolog (based on sequence similarity and similar range of gene expression with mouse *Pcdh8 *in midbrain, hindbrain and spinal cord [86]). We show that *pcdh8 *is an indirect candidate target of EBF activity, and that *pcdh8 *and *ebf *expression patterns overlap in the brain and spinal cord, suggesting that EBF proteins may be involved in synaptic plasticity by controlling the expression of *pcdh8*, which would be a new function for EBF proteins in the nervous system.

KCNK5 is a K+ channel that is sensitive to extracellular pH, and in rat kidney cells it functions to stabilize bicarbonate transport and control cell volume [49,87,88]. It appears to be involved in maintaining the membrane potential of chemoreceptor cells in mouse brainstem [89]. We find that *Xenopus kcnk5 *is indirectly upregulated by EBF activity. In addition, we find overlap between *ebf *and *kcnk5 *gene expression in the midbrain and hindbrain at the tailbud stage. Regulation of this gene represents a previously unknown function for EBF transcriptional activity.

Activin beta B forms homodimers, or heterodimers with Activin beta A. Activins are ligands of the TGF-beta superfamily, which are involved in differentiation in tissues from many systems, including the reproductive system [90-93]. Activin beta B is expressed in the developing brain and retina ([50,94,95] and our data), but its function in neuronal development is not yet clear. Our study shows that the *activin beta b *gene is likely an indirect candidate target of EBF proteins, and that its expression precedes that of *ebf *genes in midbrain, hindbrain and retina. These results suggest that EBF activity may maintain the expression of *activin beta b *instead of initiating its expression.

The protein GREB1 is thought to be involved in the estrogen-induced growth of breast cancer cells [96,97], but its function is not known, and its expression pattern in animal development has not been previously described. We find that *greb1 *is expressed in several tissues, including neurons and muscle cells, during *Xenopus *development. Overlapping expression with *ebf *genes is limited to the spinal cord and a few brain regions at tailbud stages, and we find that the expression of *greb1 *is controlled by EBF proteins indirectly. Our findings demonstrate a potential relationship between these genes and a possible role for GREB1 in neuronal development.

### Candidate targets that overlap most with *ebf *genes tend to be direct targets

Interestingly, the candidate targets having direct dependency on EBF3 for their expression, based on our CHX experiments (Figure 6; Additional file 6), tended to have the most overlap with *ebf *genes in their WM-ISH expression patterns (Figures 4 and 5). These included the genes that code for axonal structural proteins (*peripherin *and *nf-m*) and two that code for transcription factors (*aml1 *and *nscl-1*). In contrast, the genes that appear to be indirect candidate targets tended to be those that have the least overlap with *ebf *genes in their expression patterns. These included *pcdh8*, *kcnk5*, *activin beta b*, and *greb1*. An exception to this rule was *neurod*, which has extensive overlap with *ebf *genes, but is an indirect target. This could reflect the fact that *neurod *is also upstream of *ebf *genes [7,8,28,65]. These results strengthen the conclusion that *in vivo *expression of the candidate target genes determined to have direct dependency on EBF3 transcriptional activity is likely to be heavily dependent on EBF activity.

### EBF proteins function in cell commitment and differentiation in the development of multiple lineages

EBF proteins have been implicated in the specification, commitment, and differentiation of specific cell types by regulating the expression of both genes in transcriptional regulatory networks as well as genes involved in the functional activities of a cell type, consistent with what we found in our analysis. For example, EBF1 is known to participate in B cell specification, commitment, and differentiation by inducing the expression of transcription factors like E2A (Tcf3) and Pax5, and non-transcription factors like CD79a (mb-1) and VpreB [37,60,98,99]. EBF proteins similarly participate in adipocyte differentiation, by inducing the expression of both types of genes [59,100,101].

In B cells EBF1 acts cooperatively with other transcription factors, including AML1 (RUNX1), E2A, Pax5, and Foxo1, by driving expression of overlapping sets of target genes ([102] and reviewed in [36,103-105]). Interestingly, these transcription factors are themselves targets of EBF1 in B cells. Similar mechanisms are found during neuronal subtype development in the *Drosophila *ventral nerve cord [17]. The fact that AML1 is also one of our candidate targets, and that most of our transcription factor candidate targets have extensive and early co-expression with *ebf2 *and *ebf3*, suggests that EBF proteins may act cooperatively with their transcription factor targets for the expression of some genes in *Xenopus *neuronal development. Cooperative regulation of gene expression could be part of positive feedback mechanisms that solidify cell commitment choices and differentiated states.

### EBF2 and EBF3 appear to share most candidate targets during early *Xenopus *development

In the developing mouse nervous system, there is evidence for areas of overlap in the functions of different members of the EBF family. For example, *Ebf2 *and *Ebf3 *knockout mice have similar phenotypes for olfactory axon growth [20], and *Ebf1 *null mice do not show severe defects in the brain regions expressing multiple EBF family members concomitantly [1,2,5,16,98]. However, there is also evidence for distinct functions of different members, including the fact that *Ebf1 *is the only member expressed in the embryonic striatum and *Ebf1 *null mice show defective neuronal cell differentiation in that region [1,16]. In addition, *Ebf2 *null mice show defective migration of GnRH-1 neurons even though *Ebf1 *is also expressed in those neurons [21,106]. In *Xenopus*, the previously known functions of EBF2 and EBF3 are very similar during early development [7,8]. They are both important for neuronal differentiation, including control of the expression of the neuronal specific markers N-tubulin, N-CAM, and NF-M. Supporting the similarity of the roles of these two genes, we find that the ten candidate targets of EBF3 that were upregulated by hGR-XEBF3 in *Xenopus *animal caps and *in vivo *could also be upregulated by hGR-XEBF2 *in vivo*. Although there is interesting evidence for some differences in expression patterns and functions of EBF2 and EBF3 [7,8], our results support the idea that EBF2 and EBF3 have largely redundant functions at the transcriptional level.

## Conclusions

We have found multiple EBF candidate targets using a systematic approach in *Xenopus *embryos. The expression patterns of direct candidate targets of EBF3 have strong overlap with *ebf *gene expression, while candidate targets having largely indirect dependency on EBF3 are expressed in less overlapping patterns, suggesting more complex modes of regulation. The novel candidate target genes suggest new potential routes for EBF transcription factors to carry out their previously known functions of neuronal cell commitment, differentiation, neurite formation and migration, and also suggest some new potential functions of EBF activity.

## Abbreviations

bHLH: basic helix-loop-helix; CHX: cycloheximide; COE: Collier/Olf/Ebf; DEX: dexamethasone; EBF: early B cell factor; GEO: Gene Expression Omnibus; GnRH: gonadotropin releasing hormone; hGR: human glucocorticoid receptor; MO: morpholino; *nf-m*: *neurofilament-m*; O/E: Olf/Ebf; RT-PCR: reverse transcriptase PCR; RT-QPCR: real-time quantitative PCR; TGF: transforming growth factor; WM-ISH: whole mount *in situ *hybridization.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

YSG participated in the design of these experiments, performed the experiments, analyzed most of the data, and wrote the manuscript. MLV guided the design of the experiments and aided the writing and data analysis. Both authors approved the final manuscript.

## Supplementary Material

Additional file 1 **Hormone inducible constructs and scheme of microarray screens. (A) **Schematic diagram of the hormone inducible constructs used in the microarrays. **(B) **Schematic representation of the microarray screen comparing transcripts in DEX-treated animal caps (with activated hGR-XEBF3) and untreated animal caps (without activated hGR-XEBF3), as well as the control array to analyze the effects of DEX treatment. The scheme shown represents the arrays performed in the presence of Noggin mRNA. Click here for file

Additional file 2 **Primer sequences used for RT-QPCR**. Click here for file

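Additional file 3 lists for each probe the fold change, the p-value and adjusted p-value of the authors' test, and the processed signals of both channels on the active EBF3 arrays. The copy read here holds the first 1001 of the paper's 1106 rows, 602 up and 399 down, and the remaining rows were not used here. When the methods' t-test was run on the log2 intensities of Cy3 against Cy5, as unpaired samples of equal variance, its p-value was within 1% of the paper's for 747 of the 996 listed probes that could be tested (75.0%). The remaining 5 had no value in replicate 1, where their spot was marked as non-uniform.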

Additional file 3 **Microarray results table showing genes up- or downregulated more than two-fold by EBF3 activity in the presence of Noggin**. Click here for file

Additional file 4 **Microarray results table showing genes up- or downregulated more than two-fold by EBF3 activity in the absence of Noggin**. Click here for file

Additional file 5 **Expression of *peripherin *in embryos treated with EBF2 MO and EBF3 MO can be rescued by co-injection of hGR-XEBF2**. One cell of two-cell stage embryos was injected with EBF2 MO, EBF3 MO and mRNA encoding hGR-XEBF2, followed by DEX treatment (or no treatment in controls) from the late gastrula stage (stage 11.5) to the neurula stage (stage 15/16). β-Galactosidase (β-gal) mRNA was co-injected as a marker of the injected side. In both panels the right side is the injected side (brackets). In control embryos (without DEX treatment) *peripherin *expression was downregulated either strongly (3/7, shown in (A)) or weakly (4/7, not shown) compared to the uninjected side due to the MO effect. In the majority of DEX-treated embryos *peripherin *expression was either rescued (16/34, shown in (B)), or only weakly downregulated (17/34, not shown). Both panels show dorsal views. Click here for file

Additional file 6 **Additional identification of direct and indirect candidate targets of EBF3 by RT-QPCR**. Expression levels for the remaining candidate target genes tested by RT-QPCR after CHX and DEX treatment (those not shown in Figure 6). **(A,B) **The expression levels of *emx1 *(88%) and *nf-m *(56%) in +C+D are slightly lower than in -C+D, indicating that the majority of their expression is controlled by EBF3 directly. **(C) **The expression level of *nscl-1 *(46%) in +C+D is lower than in -C+D but higher than that in the two controls, indicating that its expression is under partial direct control of EBF3. **(D-G) **The expression levels of *kcnk5 *(20%), *activin beta b *(10%), *neurod *(8%) and *greb1 *(1%) in +C+D are similar to control levels (D) or much lower (less than 10%) than in -C+D (E-G). N = 20 to 30 animal caps per condition. Click here for file

# Supplementary material for: EBF factors drive expression of multiple classes of target genes governing neuronal development
**Source:** Neural Dev. 2011 Apr 30;6:19. doi: 10.1186/1749-8104-6-19
**Supplement:** Additional file 2 — Primer sequences used for RT-QPCR.

Additional file 2

| **Name** | **Sequence** |
| --- | --- |
| *pcdh8* forward | 5’- AGGACAGCGGCAAAGGTGAC -3’ |
| *pcdh8* reverse | 5’- GGCGGGGAGAGCAGATTTAG -3’ |
| *peripherin* forward | 5’- CCAAGCAAAGTCCAAAGAGCC -3’ |
| *peripherin* reverse | 5’- GGTTGTGCCTGAACGGTCAC -3’ |
| *greb1* forward | 5’- TGACAAAAGGTTGGGCAGGG -3’ |
| *greb1* reverse | 5’- AGGAAAACTATCGGCGGCTG -3’ |
| *nf-m* forward | 5’- GAACAGGTACGCCAAGCTGACTG -3’ |
| *nf-m* reverse | 5’- GCAGCAATTTCTATATCCAGAG -3’ |
| *kcnk5* forward | 5’- CGGGTTTGGAGACTATGTGGC -3’ |
| *kcnk5* reverse | 5’- ATCCTTTGGGTTGGTCATTGG -3’ |
| *nscl-1* forward | 5’- TTCCATTGCTCCGTCAAGTTTC -3’ |
| *nscl-1* reverse | 5’- GCCCATCGTGTCCATTGTTTTC -3’ |
| *neurod* forward | 5’- CCAGAAACCCAAAAGACGAGG -3’ |
| *neurod* reverse | 5’- ATGCGACGGCACATCCTGAC -3’ |
| *aml1* forward | 5’- AACCAACCCAATCCAAGCAGTAG -3’ |
| *aml1* reverse | 5’- CAGCAACCTGTCCTGTATGTTCC -3’ |
| *activin beta b* forward | 5’- ATGATTGTGGACGAGTGCGG -3’ |
| *activin beta b* reverse | 5’- TGCTTCTATCCCTTTGCCAGG -3’ |
| *emx1* forward | 5’- CGCTCCATCTACAACAACCCG -3’ |
| *emx1* reverse | 5’- ATGTCGCTGCCTTGAAATCTG -3’ |
| *histone h4* forward | 5’- TGCGGGATAACATTCAGGGC -3’ |
| *histone h4* reverse | 5’- CGGTCTTCCTCTTGGCGTG -3’ |

How the deposited data were processed for this re-analysis (not part of the article)

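RNA from Xenopus animal caps was measured on 8 two-color Agilent arrays, 4 of active EBF3 and 4 of the DEX control, from 4 replicate experiments with 1 array of each kind. Cy3 held the cRNA of DEX-treated caps, with hGR-XEBF3 on the active EBF3 arrays and hGR on the DEX control arrays. Cy5 held the cRNA of untreated caps with hGR-XEBF3 on both. Conditions, dyes and replicate numbers were taken from the sample labels and the paper.

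The authors deposited the scanner output of each array, whose processed signals are intensities that Feature Extraction had corrected for background and LOWESS-normalized between the dyes within the array. Dim spots hold a surrogate value in place of a measured signal. Per the file headers, version 8.1.1.1 of the software read the arrays of replicate 1 and version 9.1.3.1 the others. The deposited scanner output also gives a log10 ratio of Cy5 to Cy3, and the authors' table of processed values gives the log10 ratio of Cy3 to Cy5 of the same arrays, with some dim or non-uniform probes left empty. On each array this table was checked to equal the scanner's log10 ratio with the sign turned, apart from probes with a spot marked as non-uniform. The arrays were scanned at 10 μm in replicates 1 and 2 and at 5 μm in replicates 3 and 4. Number of arrays, and for dim probes the signal above background, limit the precision.

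From the processed signals, log2 ratios of Cy3 to Cy5 were computed per spot in R 4.3.3 with data.table 1.17.8. Control spots and spots marked as non-uniform in either channel were left out, spots of a probe were averaged, and a probe entered a test when it had a value on every array of the comparison. On the array with the most such losses, 228 probes had no unmarked spot. A probe counted as well above background on an array when at least a share of 0.5 of its spots did in Feature Extraction's own call. Log ratios were not centered or scaled between arrays. Over all probes tested, the median of the mean log2 ratio on the active EBF3 arrays was 0.07.

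Each group's mean log2 ratio was tested against 0 with limma 3.58.1 (lmFit with an intercept, eBayes, two-sided), with Benjamini-Hochberg adjustment over the probes tested. Probes with adjusted p under 0.05 and at least a 2-fold mean change were called, and a 5-fold threshold was applied as well. Probes called on the DEX control arrays were to be removed from those called on the active EBF3 arrays. In a second model over 8 arrays, the active EBF3 arrays were compared with the DEX control arrays. The methods' t-test was an alternative, run on the log2 intensities of the channels as unpaired samples of equal variance. Where the dimmer channel of a called probe was well above background on none of the arrays, the change is given as at least N-fold. This bound sets the mean of the brighter channel over the arrays against a mean for the dimmer channel. On each array, the dimmer value is the higher of the lowest signal among well-measured probes and the probe's own signal. For the bound only, the mean log2 signal of the channels was quantile-normalized between arrays, which leaves each ratio as it was. The bound is open to dye bias because dyes were not swapped.

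Genes named in the text followed a rule set before the data were examined, as were the design and most alternatives. They are the genes of Table 1, matched by the sequence accession of the probe, the array hits named in the Discussion, *ebf2*, *ebf3*, *noggin*, *n-tubulin*, *ngnr-1* and *delta1*, and the 10 largest rises and 10 largest falls among called probes with the same sign on 4 of 4 arrays and a brighter channel well above background on all of them. A probe for *n-tubulin* was not found by name. Names of the paper's genes are those the paper uses. The array's design lists many of these probes under clone names, such as MGC84237 for *pcdh8* and MGC84078 for *lhx9*. Other names are those of the design or of the annotation. Of 1478 probes with a LOC name, 1418 were matched by gene number to the annotation of the X. laevis v10.1 assembly, and 0 probes were matched by sequence accession. Different probes of a gene were kept apart.

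Arrays with the same replicate number deviated together. Over 21197 probes, deviations from the group means correlated at 0.591, 0.493, 0.366 and 0.574 for replicates 1 to 4, and between -0.339 and 0.0483 for arrays of different numbers. Cy5 signals of same-numbered arrays correlated at 0.993 to 0.996, against 0.967 to 0.988 for other arrays of the same design. These correlations are across probes, which are not independent replicates. Replicate numbers thus pair the samples, and a model with the replicate as a block was run as an alternative.

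The scripts were tested on simulated arrays with 200 of 21197 probes changed. For the active EBF3 arrays, 148 of 150 probes changed 4-fold or more were recovered, 15 of 50 changed 2-fold were called, and 3 unchanged probes were called. In the comparison of the groups, 145 of 150, 11 of 50 and 6 were obtained. With nothing changed on simulated DEX control arrays, 0 of 21197 probes were called by limma with Benjamini-Hochberg adjustment, the tool that also gave 0 on the real control arrays, where the counts at an unadjusted p under 0.05 were 36 higher and 85 lower with limma and 3 and 26 with the methods' t-test.

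Alternatives covered the background correction and loess, the authors' table of values, quantile normalization between arrays, a filter on dim probes, population outliers, the methods' t-test, unadjusted p-values, array design, scan batch and slide as blocks, the replicate block, other rules for probes affected by DEX, and leaving out each replicate. Settings added after seeing the data were keeping non-uniform spots, scaling or centering the log ratios between arrays, and adjusting the methods' t-test over 2-fold changed probes only. Arrays without Noggin, in situ hybridization, morpholino and RT-QPCR experiments were not analysed here.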

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

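The tests used in this part were written down before their results were seen. The probes discussed were picked by the rules given with each.

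Among 84 groups of 4 arrays, 3 held a value far from the other 3, where chance alone gives about 1 in 20 groups, so that their number is no more than chance gives. On the DEX control arrays, *emx1* had a log2 ratio of 1.32 in replicate 4 and 0.20 to 0.29 in the others, and the probe A_10_P020224 had -1.11 in replicate 4 and -0.19 to -0.13 in the others. On the active EBF3 arrays, *lhx9* had 2.13 in replicate 1 and 2.75 to 2.83 in the others. Against the DEX control, where a control value enters, leaving out replicate 4 gave a log2 difference of 3.94 for *emx1* (adjusted p = 0.00128 from limma) in place of 3.47, and -3.58 for A_10_P020224 (0.00789), and leaving out replicate 1 gave 3.20 for *lhx9* (0.00433). A higher signal floor on the array design of replicates 1 and 2 is a candidate explanation for *lhx9*, whose untreated channel was well above background on 2 of 4 arrays. Between the designs, probes called higher differed by a median of 0.59 where the untreated channel was not well above background on every array and by 0.0076 where it was brightest, but replicate 2, which shares the design of replicate 1, lay with the others. A floor was not tested for the control arrays, and no biological explanation was tested for any of the 3.

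Among the largest changes are 14 probes that the paper does not discuss, each called against the DEX control (limma, highest adjusted p 0.0274, for *admp*). Differences in log2 ratio, active EBF3 minus DEX control, were 5.93 for *tal1*, 5.51 for A_10_P020109, 5.48 for *xfd-13* and 4.83 for A_10_P024955. They were -4.59 for *anf2*, -4.16 for *admp*, -3.99 for *agr2*, -3.97 for *kit-A*, -3.83 for MGC78972, -3.63 for MGC78801, -3.59 for A_10_P020224, -3.36 for *six3*, -3.06 for Kcnj1 and -2.70 for A_10_P017788. On the active EBF3 arrays alone, the call of A_10_P020109 was lost without replicate 4 (adjusted p = 0.0632 from limma), that of *admp* without replicate 2 (0.0529) or 4 (0.103) and that of *agr2* without replicate 4 (0.0528). Against the DEX control, the call of A_10_P020109 was lost without replicate 4 (0.0570), that of *admp* without replicate 2 (0.105), 3 (0.119) or 4 (0.180), that of *agr2* without replicate 2 (0.137) or 3 (0.147), and those of *six3* (0.0661) and Kcnj1 (0.0684) without replicate 2.

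A dye bias shared by both kinds of array is argued against for the called probes as a set, since 76.9% were still at least 2-fold changed the same way when the control ratios, with the same dyes, were subtracted. As for chance, 1 of 35 splits of the 8 arrays into 2 groups of 4, the real one, gave as many called probes, and all others gave 0 (limma with adjustment), where the real split gave 819. The same held among the 8 splits that part all 4 replicate pairs, and a split by array design gave 0. For the active EBF3 arrays on their own, 1 of 8 sign patterns, the real one, gave as many called probes. With 8 patterns, chance cannot be excluded in that test. The amount of injected mRNA differed only on the control arrays. On the active EBF3 arrays both channels came from caps with 1 ng of the same mRNA, and the 14 probes had log2 ratios of 5.28 or more, or -3.90 or less, against -1.21 to 0.46 on the control arrays, which argues against the amount of mRNA as the source. Whether a probe also binds related transcripts stays open. A response of these 14 genes to EBF3 activity may be the source, as a hypothesis found and tested on the same arrays.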

How the results depend on the processing

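Settings that keep non-uniform spots, scale or center the log ratios between arrays, or adjust the methods' t-test over 2-fold changed probes only were chosen after seeing the data. All others were planned. Across 41 named probes, these settings gave 730 log2 ratios on the active EBF3 arrays, of which 701 stayed on their side of the threshold, 19 lost the call and 10 gained it, in the same direction. Of the 701, 4 had another sign. All 4 were of the *ngnr-1b* probe, which was not called in any setting and whose log2 ratio of 0.06 became -0.033 without replicate 2, -0.11 without replicate 3, and -0.037 and -0.040 after scaling and centering. No called probe among the 41 changed sign. Leaving out a replicate could not turn a sign, since called probes had the same sign on 4 of 4 arrays. Nor could the settings that change only the test. Quantile normalization between arrays leaves each ratio as it was, and 0 spots were population outliers, so that neither setting tests anything. Each of these settings still adds 41 values to the 701.

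Normexp correction with loess gave 318 probes higher and 307 lower with active EBF3, the same after removal of DEX-affected probes, 94 and 45 over 5-fold, and 316 and 161 against the DEX control. Of the 647 and 607 probes of the reported counts, 318 and 306 stayed called. The offset of 50 makes ratios of dim probes smaller by construction. With the methods' t-test after adjustment, 193 probes were higher and 81 lower, also after removal, 134 and 37 were over 5-fold, and 170 were lower against the DEX control. On the active EBF3 arrays this test takes both channels of an array as unpaired samples. Signal differences between arrays, whose median Cy5 ran from 43.4 to 267, therefore enter its variance, while a ratio within an array cancels them. How much of the drop this explains was not tested.

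On the DEX control arrays, where limma with adjustment called 0 probes in either direction, the authors' table of values gave 1 lower. Leaving out dim probes, which means fewer probes tested, gave 2 higher and 9 lower. Unadjusted p-values gave 36 and 85 with limma and 3 and 26 with the methods' t-test. Unadjusted limma also gave 496 lower against the DEX control. With the scan batch as a block, 971 probes were higher with active EBF3, and 50 and 94 passed on the control arrays. That model has 1 residual degree of freedom, between arrays of 1 slide, so that in effect only the 2-fold threshold decided. Scaling the log ratios gave 75 probes over 5-fold lower.

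The median DEX control log2 ratio of the probes called higher, 0.063, became -0.016 under normexp correction, -0.018 with the methods' t-test, 0.12 with the scan batch as a block and -0.051 after centering, which shifts each array by its own median. Centering gave 648 probes higher and 814 lower, so that 44.3% were higher in place of 51.6%.

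With each replicate left out in turn, the counts ran from 322 to 734 higher and 153 to 752 lower with active EBF3, and from 322 to 706 and 153 to 707 after removal of DEX-affected probes. Over 5-fold they ran from 173 to 269 and 49 to 134, on the DEX control arrays from 0 to 70 and 0 to 119 (limma with adjustment), and against the DEX control from 265 to 501 and 97 to 292. After removal of DEX-affected probes, between 12 and 13 genes of Table 1 were called, and the median control ratio lay between 0.02 and 0.11. Without replicate 1, the 13 genes of the main test kept their call and *activin beta b* was called as well. Since 13 were left there, a called gene was removed as affected by DEX. The lowest counts with active EBF3 came without replicate 4 and the highest control counts without replicate 1, in each case with fewer arrays. The cause was not tested further.

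With the replicate block, 549 probes were higher and 363 lower against the DEX control and 13 genes of Table 1 were called, and the paired model moved no count by more than 1.5 times. With the slide as a block the counts were 462 and 223. The array design as a block gave 838 and 781 with active EBF3. Among the genes of Table 1, *en-2* lost its call under normexp correction, the methods' t-test and without replicates 2, 3 or 4. Rules that remove DEX-affected probes by unadjusted p or by mean change alone left 12 genes, because *peripherin* was removed. Probes whose dim channel is near background set the limit on large ratios.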

Differences from the paper's values

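For the reported setting, the paper's counts and fold changes were within 1.5 times of those computed here, except for *en-2*, for which a bound of at least 12.0-fold is given here and the paper's value is 24, and leaving out *ebf3*, which was not called. The paper's counts after removal of DEX-affected genes are 602 up and 504 down, with 242 and 115 over 5-fold, against 647, 607, 231 and 116 here. The paper's methods state an adjusted p under 0.05. The methods' t-test adjusted over all probes gave 193 and 81, and 134 and 37 over 5-fold, each more than 1.5 times below the paper's count, and its adjusted p-values had a median ratio of 11.6 to those listed in Additional file 3. The same test with unadjusted p-values gave 604 and 503, and 242 and 108 over 5-fold. Adjusted over 2-fold changed probes only, a setting chosen after seeing the values, it gave 517 and 419, and 223 and 109. The authors' table of values also gave 242 probes over 5-fold higher. The methods' t-test over all probes, adjusted and unadjusted, and the authors' table were set before the data were examined. Of the other such settings, normexp correction, the scan batch or array design as a block, unadjusted p-values with limma, and leaving out replicate 2, 3 or 4 each put at least 1 of these counts more than 1.5 times from the paper's, and normexp correction also did so for most folds of Table 1.

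The paper lists *ebf3* as upregulated in Additional file 3. Here its log2 ratio was 3.50 ± 2.10 (SD, n = 4 arrays) with an adjusted p of 0.0507 from limma, so it was not called. Cy5 was well above background on 0 of 4 arrays and Cy3 on 3 of 4, so no fold is given to set beside the paper's 10.98. It was called with the authors' table of values (adjusted p = 0.0334 from limma), with unadjusted p-values of either test, with the array design or the scan batch as a block, and without replicate 1 (0.0261). It was also called after scaling or centering the log ratios and when the methods' t-test was adjusted over 2-fold changed probes only, which were chosen after seeing the values.

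The paper lists *activin beta b* and *lmo4* as upregulated. Here they were not in the test over 4 arrays, because their spot in replicate 1 was marked as non-uniform. Tested without replicate 1, both were called, on the active EBF3 arrays and against the DEX control arrays. With non-uniform spots kept, a setting chosen after seeing the values, 14 genes of Table 1 were called.

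The paper removed a small number of genes affected by DEX itself. Here limma with adjustment called 0 probes on the DEX control arrays and the adjusted methods' t-test called 0. At unadjusted p-values the counts were 36 higher and 85 lower with limma and 3 and 26 with the methods' t-test. Leaving out dim probes gave 2 and 9, the authors' table of values gave 0 and 1, the scan batch as a block gave 50 and 94, and leaving out replicate 1 gave 70 and 119.

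The paper describes strongly upregulated and strongly downregulated genes as comparable in number. Over 2-fold the counts of the reported setting were close to each other, at 647 higher and 607 lower, as they were under normexp correction (318 and 307). They were farther apart with the methods' t-test after adjustment (193 and 81) and without replicate 2 (353 and 214), 3 (436 and 259) or 4 (322 and 153). After centering, more probes were lower (648 and 814). Over 5-fold, 231 probes were higher and 116 lower in the reported setting, and the paper's own counts at that threshold differ by a like amount.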

Other observations

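Tests of the adjustment in Additional file 3, and of shared-reference noise and of hGR-XEBF3 activity for the probes called lower, were chosen after the result was seen. The others were written down before.

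If hGR-XEBF3 were active without DEX, probes called higher with EBF3 should lie below 0 on the DEX control arrays, whose Cy5 channel holds that fusion protein. The median over 645 probes was 0.063, with 0.07, 0.05, -0.01 and 0.10 on the 4 arrays, below 0 on 1 of 4 (exact sign test, two-sided, p = 0.625, where 4 arrays cannot go below 0.125). Lists of random probes matched on the brightness of Cy5 gave -0.01 to 0.06 in 1000 draws, and simulated unchanged arrays with the same shared-reference correlation gave 0.02 to 0.05. Among the probes, 273 were below 0, 8 were at least 2-fold lower and 8 at least 2-fold higher. Of those named in the text, *peripherin* (mean -1.42) and *hex* (-0.36) were below 0 on 4 of 4 control arrays. The *myod* probe mf25 (0.90), *en-2* (0.52) and *emx1* (0.52) were above 0 on 4 of 4. The *activin beta b* probe (-0.82), outside the 645, was below 0 on 4 of 4. By size of the EBF3 effect, the median was 0.08 in the 216 probes with the smallest rises and 0.03 in the 216 with the largest. A median near 0 over members that go both ways does not decide whether some targets respond without DEX.

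The 599 probes called lower with active EBF3 also tended to be lower on the DEX control arrays, with a median of -0.28 and 491 below 0, although none was called there (0 by limma and by the methods' t-test after adjustment; before it, 85 and 26 probes of the whole array were lower). On the single arrays the median was -0.15, -0.19, -0.13 and -0.61, below 0 on 4 of 4 (exact sign test, two-sided, p = 0.125, the smallest that 4 arrays allow). Activity of hGR-XEBF3 without DEX would put this median above 0. Bias common to all probes of a given brightness is argued against, since 1000 matched random lists gave no median under -0.021. Noise in untreated RNA shared by the 2 arrays of a replicate is argued against as the whole cause, because probes chosen as lower on the other 3 active EBF3 arrays still had medians of -0.12, -0.13, -0.13 and -0.58 on the control array left out, the highest being -0.12, while the same step on simulated arrays with only such noise gave medians between -0.036 and 0.036 in 20 simulations. Without swapped dyes, a dye bias of single probes stays open, as does a response to DEX or hGR, which was not tested.

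Log2 ratios of probes called higher had medians of 1.55, 1.96, 2.16 and 1.96 in replicates 1 to 4. A higher signal floor on the array design of replicates 1 and 2 is a candidate explanation. Between the designs, the median difference was 0.59 for 212 probes whose untreated channel was not well above background on every array, 0.20 for 217 dimmer probes of the rest and 0.0076 for 218 brighter ones, which is the order that a floor would give. The designs were also scanned differently and used in different experiments. Probes called lower had medians of -1.04, -1.45, -1.78 and -1.78, for which a floor was not tested.

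In the allotetraploid genome of X. laevis, many genes have an L and an S copy. Of 2201 probes with a name in the X. laevis v10.1 annotation, 75 pairs measured both copies of a gene, and 21 of these copies were called. Their partners were at least 2-fold changed the same way in 52.4% of cases, against a median of 9.52% and at most 38.1% in 1000 re-pairings. Copies that respond alike may explain this, and so may a probe that binds both transcripts, which the files cannot tell because they give no probe sequences.

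The *ebf3* probe should be far below 0 on the DEX control arrays, because *ebf3* mRNA was injected only into the caps of the Cy5 channel. Its mean was 0.33, with -0.79, 0.78, 0.90 and 0.42 in replicates 1 to 4. In the untreated caps of the active EBF3 arrays, which also received that mRNA, it was well above background on 0 of 4 arrays. The *noggin* probe, whose mRNA was injected into all caps, was well above background in untreated caps on 0 of 4 arrays too. A probe site outside the injected part, or labeling that misses injected mRNA, could each give this, and the labels cannot be checked with this probe.

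In the paper's Additional file 3, 120 of the 1001 entries read list an adjusted p of 0.05 or more, 68 of them up and 52 down, with the highest at 0.0732, and the highest unadjusted p is 0.0495. Adjusting the methods' t-test over the 1656 probes with a mean 2-fold change and no empty value in the authors' table gave adjusted p-values with a median ratio of 1.01 to the listed ones, within 5% for 98.2% of 996 entries, while adjustment over all probes gave a median ratio of 11.6. The listed values are thus close to those of an adjustment made after the 2-fold filter. The entries read were not cut at a listed adjusted p of 0.05, while all of them had an unadjusted p under 0.05. By unadjusted p, 600 of these 1656 probes were higher and 517 lower.

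The remaining probes fixed beforehand showed the following with active EBF3. The 2 *ebf2* probes were called, 21.2-fold (adjusted p = 0.0011 from limma) and 5.61-fold (adjusted p = 0.0131 from limma), but neither with the methods' t-test after adjustment, and the smaller not without replicate 2 (0.0529) or 4 (0.0935). Log2 ratios of 1.00 for *noggin*, 0.39 and 0.06 for the *ngnr-1* probes and 1.17 ± 1.73 (SD, n = 4) for *delta1* were not called.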
